# Distribution and regulatory roles of oxidized 5-methylcytosines in DNA and RNA of the basidiomycete fungi *Laccaria bicolor* and *Coprinopsis cinerea*

**DOI:** 10.1098/rsob.210302

**Published:** 2022-03-02

**Authors:** Janina Ličytė, Kotryna Kvederavičiūtė, Audronė Rukšėnaitė, Eglė Godliauskaitė, Povilas Gibas, Vita Tomkutė, Gražina Petraitytė, Viktoras Masevičius, Saulius Klimašauskas, Edita Kriukienė

**Keywords:** 5hmC, 5fC, 5caC, Tet, fungi, Top-seq

## Abstract

The formation of three oxidative DNA 5-methylcytosine (5mC) modifications (oxi-mCs)—5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC)—by the TET/JBP family of dioxygenases prompted intensive studies of their functional roles in mammalian cells. However, the functional interplay of these less abundant modified nucleotides in other eukaryotic lineages remains poorly understood. We carried out a systematic study of the content and distribution of oxi-mCs in the DNA and RNA of the basidiomycetes *Laccaria bicolor* and *Coprinopsis cinerea,* which are established models to study DNA methylation and developmental and symbiotic processes. Quantitative liquid chromatography–tandem mass spectrometry revealed persistent but uneven occurrences of 5hmC, 5fC and 5caC in the DNA and RNA of the two organisms, which could be upregulated by vitamin C. 5caC in RNA (5carC) was predominantly found in non-ribosomal RNA, which potentially includes non-coding, messenger and small RNA species. Genome-wide mapping of 5hmC and 5fC using the single CG analysis techniques hmTOP-seq and foTOP-seq pointed at involvement of oxi-mCs in the regulation of gene expression and silencing of transposable elements. The implicated diverse roles of 5mC and oxi-mCs in the two fungi highlight the epigenetic importance of the latter modifications, which are often neglected in standard whole-genome bisulfite analyses.

## 1. Introduction

5-Methylcytosine (5mC) is a widespread DNA modification found in organisms ranging from bacteria to mammals. In higher eukaryotes, it is an important epigenetic regulator that modulates gene expression and silencing of transposable elements (TEs) [1–3]. The much less abundant oxidized forms of 5mC are introduced through successive oxidation of 5mC to 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC) by TET (ten–eleven translocation) oxygenases in the active DNA demethylation pathway (figure 1*a*), which is widely studied in mammals [5,7–11]. It is increasingly acknowledged that different oxidized 5mC modifications (oxi-mCs) have independent epigenetic roles besides being sole intermediates in the 5mC demethylation pathway; the most frequent of the oxi-mCs, 5hmC, has important roles in embryonic development and gene transcription regulation in healthy and cancerous tissues [12–14], while more rare 5fC and 5caC tend to accumulate at active enhancers [10,11,15–17], suggesting that they are implicated in gene activity regulation.

**Figure 1.**
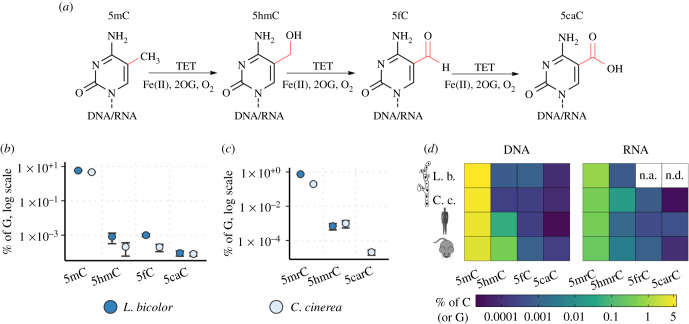
Oxidized 5-methylcytosine modifications (oxi-mCs). (*a*) Successive oxidation of 5mC performed by TET proteins. (*b*,*c*) Occurrence of cytosine modifications analysed by quantitative liquid chromatography–tandem mass spectrometry (HPLC-MS/MS) quantification in (*b*) DNA and (*c*) RNA of *Laccaria bicolor* and *Coprinopsis cinerea* grown under conventional conditions. Amounts of 5caC, 5fC, 5hmC and 5mC were calculated as the percentage of total G using a calibration curve of a corresponding nucleoside. At least two biological replicates were used. Oxidized 5mC derivatives were additionally purified by HPLC nucleoside fractionation prior to HPLC-MS/MS. A 5caC in RNA (5carC) signal was not detected in *L. bicolor* RNA. (*d*) Comparison of the abundance of modified cytosines in DNA and total RNA of the fungi *L. bicolor* and *C. cinerea* and mammals, presented as the percentage of total G (or C). Averaged approximate DNA data from various tissues were taken from [4] for mouse and from [5] for human; RNA data were taken from [6]. Data from untreated samples (without vitamin C or derivatization) were used for fungal DNA and RNA (5frC was not assessed in *L. bicolor* (n.a.) and 5carC was not detected (n.d.)). L. b., *L. bicolor*; C. c., *C. cinerea*.

Besides widely explored 5mC oxidation in DNA by TET proteins *in vitro* and *in vivo*, these enzymes are also able to oxidize 5mC in RNA (5mrC) to all three oxi-mC forms (5hmrC, 5frC, 5carC) *in vitro* [18,19]. Furthermore, 5hmrC can be derived from 5mrC [20] *in vivo* with a contribution from TET dioxygenases [18], suggesting that 5mrC in RNA may undergo the same demethylation mechanism. 5mrC is widespread across both coding and non-coding RNAs from all domains of life [21]. Oxi-mCs were also found in the RNA of a variety of organisms: mammals, plants, insects [6,18,20,22,23]. Some studies provide evidence that they might affect RNA stability and translation, as demonstrated for 5hmrC in *Drosophila* [23]. 5carC has been recently discovered in mammalian RNA [6], but there is still little knowledge about its prevalence and functions compared with those for 5hmrC or 5frC [20,22,24,25].

TET enzymes belong to a large TET–J-binding protein (JBP) family. Sequence and phylogenetic analyses predicted origination of the TET-JPB family from bacteriophages, and usually a single or just a few copies of TET-JPB are found in animals, *Acanthamoeba*, certain algae, *Naegleria*, kinetoplastids, certain bacteria and phages. By contrast, fungi, especially basidiomycetes (mushrooms, rusts and smuts), display lineage-specific expansions with numerous *TET-JPB* genes, which are often associated with a unique class of TEs. The majority of TE-associated *TET-JPB* genes in basidiomycetes *Laccaria bicolor* and *Coprinopsis cinerea* (47 of 74 and 32 of 47 homologues, respectively) are predicted to be catalytically active [26–28].

Oxi-mCs have been found in *C. cinerea* DNA, where they were simultaneously mapped using single-molecule real-time (SMRT) sequencing and, additionally, by cytosine 5-methylenesulfonate immunoprecipitation (CMS-IP) for 5hmC [29]. However, the distribution of individual oxi-mCs in the genomes of *L. bicolor* and *C. cinerea* and the impact of individual oxi-mCs on gene expression and transposon regulation has not been explored in detail.

Both fungi belong to the order Agaricales, a large group of Basidiomycota. The relatively small genomes of *C. cinerea* and *L. bicolor* (approx. 37 and approx. 61 Mb, respectively) are sequenced and assembled (partially for *L. bicolor*) [30,31], and have been analysed in DNA methylation studies [3]. Saprotrophic *C. cinerea* is a classic fungal model organism that can be easily cultured under laboratory conditions, where it completes the life cycle in just two weeks and can be genetically manipulated [30,32]. *Laccaria bicolor* is an important ectomycorrhizal symbiont of hardwood and conifer species, which has been used to study the genes underlying the symbiosis interactions and ecological adaptation [31,33]. Because of the essential role of the fungi for tree growth and in the cycling of essential nutrients, ectomycorrhizal symbiosis is of global ecological and economic importance [34].

The biological functions of oxi-mCs in the DNA and RNA of phylogenetic groups of eukaryotes other than mammals are still underexplored. Here, we analysed the distribution of the 5mC oxidative forms in the nucleic acids of *L. bicolor* and *C. cinerea* by quantitative liquid chromatography–tandem mass spectrometry (HPLC-MS/MS) and whole-genome profiling, which demonstrated persistent occurrence of 5hmC and 5fC in their DNA and RNA and an almost exclusive presence of 5caC in long polyA depleted RNAs and small RNAs. High-resolution whole-genome mapping of 5hmC and 5fC highlighted their preferential distribution in TEs, which exert a strong gene regulatory role, and revealed the diverse influence of oxi-mCs and their predecessor 5mC on gene expression in the two fungi.

## 2. Material and methods

### 2.1. Cultivation of fungi

*Laccaria bicolor* (Maire) Orton S238N-H82 haploid monokaryotic strain (NCBI:txid486041) was kindly provided by Prof. Francis M. Martin. *Coprinopsis cinerea* haploid monokaryotic strain Okayama 7 (NCBI: txid240176) was obtained from the Fungal Genetics Stock Center (FGSC; no. 9003).

Mycelium of *C. cinerea* was maintained on solid (1% agar) yeast–malt–glucose (YMG) medium [35]. For nucleic acid extraction, 300 ml of liquid medium in a 1 l flask was inoculated with a small amount of mycelium and grown without shaking at 30°C for 14 days in the dark. For the enhancement of TET activity, mycelium was grown for 7 days and then treated with 5 mM vitamin C for 2 days (unless specified otherwise); untreated control was grown for the same time period.

*Laccaria bicolor* mycelium culture was maintained at 25°C in the dark on a solid (2% agar) modified Pachlewski medium (10 g l^−1^ glucose, 3 g l^−1^ malt extract, 0.25 g l^−1^ (NH_4_)_2_SO_4_, 0.5 g l^−1^ KH_2_PO_4_, 0.15 g l^−1^ MgSO_4_·7H_2_O, 0.05 g l^−1^ CaCl_2_, 0.025 g l^−1^ NaCl, 0.0012% FeCl_3_, 100 mg l^−1^ thiamine, 2.3 mg l^−1^ ZnSO_4_·7H_2_O, 8.5 mg l^−1^ H_3_BO_3_, 0.5 mg l^−1^ MnCl_2_·4H_2_O, 0.6 mg l^−1^ CuSO_4_·5H_2_O, 0.4 mg l^−1^ (NH_4_)_2_MoO_4_). For nucleic acid extraction, mycelium was collected after eight weeks from a liquid medium inoculated with a small amount of mycelium from agar plates. For vitamin C treatment, mycelium was incubated with 5 mM vitamin C for 2 days.

### 2.2. Purification of fungal DNA

Mycelium was crushed to a powder with a pinch of polyvinylpyrrolidone (PVP, K25) using a mortar, pestle and liquid nitrogen. Powder (approx. 1 ml) was incubated at 55°C for 90 min in 4.5 ml of lysis buffer (100 mM Tris–HCl pH 8.0, 20 mM EDTA, 2 M NaCl, 2% hexadecyltrimethylammonium bromide (CTAB), 2% PVP) with Proteinase K (Thermo Scientific). Then, DNA was extracted using chloroform and precipitated for 30 min at 4°C using 1.5 volumes of isopropanol and 0.4 volumes of 3 M sodium acetate pH 5.2.

DNA was dissolved in 10 mM Tris–HCl and treated with RNase A/T1 (Thermo Scientific) for 1.5 h at 37°C and then purified by chloroform extraction and ethanol precipitation. DNA quality was checked by agarose electrophoresis and the concentration was determined with a Qubit dsDNA HS Assay Kit (Invitrogen).

### 2.3. Fungal RNA purification

Mycelium was first crushed as described for DNA extraction. *C. cinerea* RNA for western dot-blot and *L. bicolor* RNA was extracted using RNAzol RT Reagent (MRC) according to the recommendations of the vendor.

For other experiments, total RNA of *C. cinerea* was extracted by a modified CTAB method [36]. Mycelium powder (approx. 100–500 µl) was incubated at 65°C for 10 min in 1 ml of lysis buffer (2% CTAB, 2% PVP K25, 100 mM Tris–HCl pH 8.0, 25 mM EDTA pH 8, 2 M NaCl) at 550 r.p.m. Then RNA was purified by chloroform extraction and ethanol precipitation with NaOAc. RNA quality was checked by agarose electrophoresis and the concentration was determined with a Qubit RNA HS Assay Kit (Invitrogen).

### 2.4. Control RNA preparation

Control RNA was synthesized by *in vitro* transcription using a TranscriptAid T7 High Yield Transcription kit (Thermo Scientific) as recommended by the vendor. A linearized pUC18-based plasmid carrying a recombinant sR47 (*Pyrococcus abyssi*) gene [37] was used as a DNA template. For synthesis of 5carC containing RNA, 25% of 5caCTP (TriLink BioTechnologies) from total cytidine triphosphate (CTP) was used in the reaction. RNAs were purified with an RNA Clean and Concentrator-5 kit (RCC; Zymo Research). 5carC amounts in the control RNA were evaluated using HPLC-MS/MS.

### 2.5. Analysis of 5caC by western dot–blot

Unmodified and 5carC-containing sR47 RNA was used as a control. For a positive DNA control, an oligonucleotide containing 5caC was used (5′-TAATAATAAA5caCCGTAATAATAATAAT; Metabion) and mixed to final amounts in nanograms as in samples with *dam– dcm–* lambda phage DNA (Thermo Scientific), which was also used as a negative control. RNA was denatured at 70°C for 10 min; DNA at 95°C for 10 min in water. Samples were loaded onto a Hybond-NX membrane (GE Healthcare Life Sciences, Amersham, UK), dried and cross-linked with UV for 3 min. Membrane was dyed with 0.04% methylene blue (Roth) in 0.3 M sodium acetate (pH 5.2) for 5 min and rinsed in water and washed for 5 min in phosphate-buffered saline (PBS) (137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_) containing 0.1% Tween 20.

A membrane was blocked for 1 h at room temperature with 2% skimmed milk in Tris-buffered saline (TBS) (50 mM Tris-HCl pH 7.4, 150 mM NaCl). Then, it was incubated overnight at approximately 6°C with 1.5 µg of antibodies against 5caC (Active Motif catalogue no. 61225, RRID:AB_2793557) in 4 ml of TBS containing 2% milk and 0.1% Tween 20 and was washed three times for 5 min with TBS containing 0.1% Tween 20. Then, 1.6 µl of secondary goat horseradish peroxidase (HRP)-conjugated antibodies against rabbit (Active Motif catalogue no. 15015) was added in 4 ml buffer containing TBS, 2% milk and 0.1% Tween 20 and incubated for 1 h at room temperature. Washing was performed three times for 5 min with TBS containing 0.1% Tween 20 and two times with water, then the membrane was dyed with a chromogenic substrate, 3,3′,5,5′-tetramethylbenzidine (TMB; Sigma-Aldrich).

### 2.6. High-performance liquid chromatography coupled with tandem mass spectrometry

For quantification of DNA oxi-mCs, approximately 9–23 µg of DNA was digested and the nucleosides were fractionated and analysed with HPLC-MS/MS as in [15]. Unfractionated DNA was used for assessment of 5mC (20–50 ng) and, after vitamin C treatment (approx. 2 µg), for 5fC and 5hmC, which was analysed as in [15].

For analysis of oxi-mCs in RNA, approximately 20–24 µg *C. cinerea* RNA and 5 µg unmodified RNA containing standards for calibration was first fractionated into separate 5carC, 5hmrC and 5frC nucleoside fractions as for DNA in [15]. Unfractionated RNA was used for assessment of 5mrC (20–50 ng). Samples were analysed on an integrated high-performance liquid chromatography/electrospray ionization–tandem mass spectrometry (HPLC/ESI-MS/MS) system (Agilent 1290 Infinity/6410B triple quadrupole) equipped with a Supelco Discovery HS C18 column (7.5 cm × 2.1 mm, 3 µm) using a linear gradient of solvents at a flow of 0.3 ml min^−1^ at 30°C. Solvents A (0.0075% formic acid in water) and B (0.0075% formic acid in acetonitrile) were used with gradients as in [15] for each corresponding DNA modification. The mass spectrometer was operating in the positive ion MRM mode and the intensities of nucleoside-specific ion transitions were recorded: *m/z* rC 244.1 → 112, rG 284.1 → 152.1, 5mrC 258.1 → 126.1, 5carC 288.1 → 156, 5hmrC 274.1 → 142, frC 272.1 → 140. The ionization capillary voltage was 1800 V, the drying gas temperature was 150°C, the flow rate was 10 l min^−1^, the collision energy was 15 V and the cell accelerator was 7 V. Fragmentation was set at 80 V for 5fC and 100 V for other nucleosides.

For analysis of 5carC derivatization, the HPLC gradient was: 0–6 min, 0% B; 6–22 min, 0–100% B; 22–26 min, 100% B; 26–27 min, 100-0% B; 27–35 min, 0% B; or 0–6 min, 0% B; 6–13.5 min, 0–6% B; 13.5–21.5 min, 6–50% B; 22–26 min, 100% B; 26–27 min, 100-0% B; 27–35 min, 0% B. The ion transition for the 5carC derivative was recorded as *m/z* 432.2 → 300.1, the fragmentation was set at 80 V, the collision energy was 8 V and the cell accelerator was 5 V. 5carC containing synthetic RNA was derivatized along with the samples in each experiment to account for possible variations of reaction effectivity. Then, the derivatization efficiency and initial 5carC amounts were evaluated with MS/MS in this RNA compared with untreated 5carC RNA. This RNA was then mixed with 5 µg unmodified RNA and used for 5carC-derivative calibration. The dependency of the 5carC-derivative MS/MS signal area from the initial 5carC amount was calculated. Signals could be quantified when present within a linear range of the calibration curve and could only be detected when the signal-to-noise ratio was ≥3.

High-resolution mass spectra of the 5carC derivatization product were acquired on a Q-TOF 6250 mass spectrometer (Agilent) equipped with a dual-ESI source.

### 2.7. Synthesis of the (4-aminomethyl)benzylazide and its hydrochloride salt

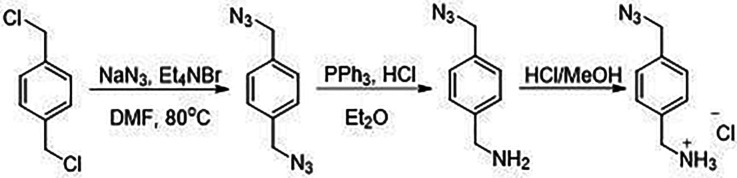

#### 2.7.1. 1,4-Bis(azidomethyl)benzene

To a stirred solution of *α*,*α*′-dichloro-*p*-xylene (4.0 g, 22.9 mmol) in *N*,*N*-dimethylformamide (DMF) (60 ml) sodium azide (8.17 g, 125.7 mmol) and tetrabutylammonium bromide (0.74 g, 2.29 mmol) were added. The reaction mixture was left to stir for 24 h at 80°C (sand bath). Then the solvent was evaporated under reduced pressure to dryness and water was added. The obtained solution was extracted with diethyl ether (3 × 50 ml), the organic layers were combined, dried over sodium sulfate and evaporated to give a colourless solid (4.15 g, 96%). ^1^H NMR (CDCl_3_, 400 MHz) *δ*: 7.42 (s, 4H, Ar*H*), 4.61 (s, 4H, 2 × C*H_2_*).

#### 2.7.2. 4-(Azidomethyl)benzylamine

Synthesis was performed according to [38]. To a mixture of 1,4-bis(azidomethyl)benzene (0.2 g, 1.06 mmol) in Et_2_O (6 ml) and HCl (4.5 ml, 1 M), PPh_3_ (0.36 g, 1.38 mmol) was added, and the heterogeneous mixture was stirred vigorously for 24 h. The organic layer was then separated and the aqueous layer was extracted with Et_2_O (3 × 5 ml) to remove the Ph_3_PO and unreacted starting materials. The pH of the aqueous layer was adjusted to 10 by adding KOH solution (2.5 M) and then extracted with CH_2_Cl_2_ (4 × 5 ml). The combined extracts were washed with brine, dried (Mg_2_SO_4_), filtered and evaporated under vacuum to give the product, which was a pale yellow oil (0.1 g, 58%). It was used in the next reaction without further purification. ^1^H NMR (CDCl_3_, 400 MHz) *δ*: 7.36 (d, *J* = 8.0 Hz, 2*H*, Ar*H*), 7.31 (d, *J* = 8.0 Hz, 2H, Ar*H*), 4.34 (s, 2H, C*H*_2_N_3_), 3.91 (s, 2H, C*H*_2_NH_2_), 1.56 (s, 2H, N*H_2_*).

#### 2.7.3. 4-(Azidomethyl)benzylamine hydrochloride

4-(Azidomethyl)benzylamine (0.1 g, 0.62 mmol) was stirred in 1.1 M hydrochloride methanolic solution at room temperature for 30 min, then the solution was evaporated. The resulting solid was washed with diethyl ether and dried to yield a yellowish solid (0.11 g, 90%). ^1^H NMR (DMSO-*d*_6_, 400 MHz) *δ*: 8.52 (br.s, 3H, N*H_3_*), 7.54 (d, *J* = 8.0 Hz, 2*H*, Ar*H*), 7.42 (d, *J* = 8.0 Hz, 2H, Ar*H*), 4.46 (s, 2H, C*H*_2_N_3_), 4.03 (s, 2H, C*H*_2_NH_3_).

### 2.8. Derivatization of 5carC-containing RNA

Derivatization of 5carC-RNA was based on [39]. Before the reaction, RNA was denatured at 70°C for 10 min in water and chilled on ice. Derivatization was done in two steps. For optimization of the reaction in the first step, 5carC containing sr47 RNA was incubated in 50 µl of 10 mM 2-(*N*-morpholino)ethanesulfonic acid (MES) buffer (pH 6), containing 20 mM *N*-hydroxysuccinimide (NHS; Sigma) with four different combinations of other reagents: (a) 2 mM EDC (1-ethyl-3-[3-dimethylaminopropyl]-carbodiimide hydrochloride; Sigma); (b) 8 mM EDC; (c) 2 mM EDC, 45% dimethyl sulfoxide (DMSO); (d) 8 mM EDC, 45% DMSO. NHS and EDC were freshly prepared, mixed together and added last to the reaction. The reaction in the first step was incubated for 30 min at 37°C, with shaking at 550 r.p.m. In the second step, in a final 150 µl volume 10 mM (4-aminomethyl)benzylazide hydrochloride, sodium phosphate (pH 7.5, 100 mM) and 150 mM NaCl were added and incubated for 1 h at 37°C, with shaking at 550 r.p.m. Reactions were diluted 2.5 times with water and RNAs then purified with an RNA Clean and Concentrator kit (Zymo Research).

For further derivatization of fungal RNAs (d) conditions were used in the first step; 0.7–25 µg RNA was incubated in a 60 µl volume in the first step and in the final 180 µl in the second step.

### 2.9. Fungal RNA purification into separate fractions

RNA was purified into large (longer than 200 nt) and small (shorter than 200 nt) fractions with a RNA Clean and Concentrator-5 kit (Zymo Research). PolyA RNA was purified from the large RNA fraction (100–106 µg) using a Dynabeads mRNA Purification Kit (Invitrogen). Large ribosomal RNAs were gel-purified from low melting point agarose using Agarase (Thermo Scientific) according to the recommendations of the vendor. Fractions of small RNAs were purified by polyacrylamide gel electrophoresis (PAGE): crushed gel was incubated in an elution buffer (0.5 M CH_3_COONH_4_, 0.1 mM EDTA, 0.1% SDS) for 2 h at 37°C with shaking at 600 r.p.m. Samples were filtered through a Ultrafree-MC Centrifugal Filter (Millipore) and RNA was precipitated using ethanol.

### 2.10. Evaluation of 5hmC and 5fC enrichment using control DNA fragments

The 188 bp model DNA fragments containing one 5hmCG or 5fCG site in one strand were produced from mouse gDNA by polymerase chain reaction (PCR) amplification as in [40]. The CG in the other strand was methylated using a wild-type SssI (Thermo Scientific) according to the vendor's protocol. Model DNA fragments were mixed with sonicated *L. bicolor* DNA at a ratio of 13 : 1287 ng to imitate the low abundance of modifications.

We used modified hMe-Seal and fC-Seal protocols [9,41] for detection of 5hmC and 5fC. For detection of 5fC, its reduction to 5hmC was performed with NaBH_4_ as in [15]. To discriminate 5fC from 5hmC in natural genomic DNA, 5hmC was protected by glycosylation. For 5hmC protection, glycosylation of the 5hmC/5mC fragment with unmodified UDP-glucose was performed as a control before labelling as described in [15]. 5hmC, reduced 5fC or protected 5hmC containing DNA fragments were labelled using 50 µM UDP-6-azide-glucose (Jena Bioscience) and T4 β-glucosyltransferase (T4 BGT; Thermo Scientific) using 10 U for 1 µg of DNA in a 50 µl reaction. The reaction was incubated for 2 h at 37°C, followed by enzyme inactivation at 65°C for 20 min and purification using a DNA Clean and Concentrator kit (Zymo Research).

Biotinylation was then performed by adding DBCO-S-S-PEG3-biotin (Jena Bioscience) to a 0.4 mM concentration in 10 mM Tris-HCl (pH 8.5) buffer, reactions were incubated at 37°C for 2 h and DNA was purified with a DNA Clean and Concentrator kit (Zymo Research). DNA was then enriched as follows: 0.1 mg of Dynabeads MyOne Streptavidin C1 (Thermo Scientific) was incubated with DNA in 10 mM Tris-HCl (pH 8.5), 1 M NaCl and 0.01% Tween 20 (Roth) at room temperature for 3 h on a roller. The beads were washed three times with 15 mM Tris-HCl (pH 7.5), 1.5 mM EDTA, 3 M NaCl, 0.01% Tween 20 and twice with 5 mM Tris-HCl (pH 7.5), 0.5 mM EDTA, 1 M NaCl and 0.01% of Tween 20.

The amounts of DNA in the bead and supernatant fractions were evaluated by qPCR using a Maxima SybrGreen qPCR Master Mix (Thermo Scientific); 0.3 µM of each primer pair was used in each reaction. The amplification programme was set as: 95°C for 10 min, 40 cycles at 95°C for 15 s, 60°C for 1 min on a Rotor-Gene Q real-time PCR system (Qiagen).

### 2.11. Preparation of hMe-seal and fC-seal libraries

Genomic DNA was sonicated on a Bioruptor UCD-200 (Diagenode) instrument in 10 mM Tris-HCl (pH 8.5) to on average 200–250 bp fragments and purified using a DNA Clean and Concentrator kit (Zymo Research).

5hmC protection and 5fC reduction to 5hmC was performed as in [15]. To achieve similar processing of 5fC and 5hmC samples, the same purification steps were performed with both samples, but omitting glycosylation with unmodified UDP-glucose and reduction with NaBH_4_ for 5hmC. An aliquot of 2.6–2.7 µg DNA was labelled using UDP-6-azide-glucose and T4 BGT (Thermo Scientific) as described above (see Evaluation of 5hmC and 5fC enrichment using control DNA samples). Two control DNA samples were prepared: for 5hmC control samples, BGT was omitted in the labelling step; for controlling 5hmC protection in 5fC samples, glucosylated DNA without the reduction step was used.

The biotinylation step was performed in a 130 µl reaction (as described in Evaluation of 5hmC and 5fC enrichment using control DNA samples), and then DNA was end-filled using a DNA End Repair Kit (Thermo Scientific) according to the vendor's recommendations and purified using a DNA Clean and Concentrator kit (Zymo Research). Biotinylated DNA was then enriched as described above (see Evaluation of 5hmC and 5fC enrichment using control DNA samples) in 40 μl of 10 mM Tris-HCl (pH 8.5), 1 M NaCl and 0.01% Tween 20 (Roth) using 0.1 mg of Dynabeads MyOne Streptavidin C1 (Thermo Scientific) and recovered by resuspending beads in 20 µl of 50 mM dithiothreitol, 60 mM Tris (pH 7.8), followed by a 1 h incubation on a roller. Released DNA was separated from the beads.

DNA was ligated overnight at 22°C to 4.2 pmol of Ion Torrent barcoded adapters (Kapa Biosystems) in a 30 µl reaction containing 0.5 mM ATP, 10 mM MgCl_2_, 5% PEG 4000 and 7.5 U of T4 DNA ligase (Thermo Scientific). Adapter removal was then performed using a MagJet NGS Cleanup and Size-selection kit (Thermo Scientific). Then, adaptor-ligated DNA was incubated with 10 mM 2-mercaptoethanol for 10 min at room temperature (to preclude inadvertent formation of inter-nucleotide disulfide cross-links), followed by PCR in 50 µl of Taq buffer with (NH_4_)_2_SO_4_ supplemented with 0.2 mM deoxynucleoside triphosphate (dNTP), 2 mM MgCl_2_, 1 μM primers and 2.5 U of Taq DNA polymerase (Thermo Scientific). PCR cycling conditions were: 1 min 50°C, 5 min 72°C, 4 min 94°C, 1 min 65°C, 5 min 72°C, 15 cycles of 1 min 94°C, 1 min 65°C, 1 min 72°C and the final extension step was at 72°C for 5 min. The libraries were size-selected for 300 bp fragments (MagJet NGS Cleanup and Size-selection kit, Thermo Scientific) and subjected to Ion Proton (Thermo Scientific) sequencing.

### 2.12. Preparation of hmTOP-seq and foTOP-seq libraries

DNA was sonicated to yield approximately 200–250 bp fragments with a Covaris M220 instrument and purified using a DNA Clean and Concentrator kit (Zymo Research). 5fC reduction to 5hmC, 5hmC protection and azide-labelling of 5hmC (5.8 µg of DNA in this step) were performed as described above for the hMe-Seal and fC-Seal libraries. Then, DNA was end-filled for 15 min at 20°C using a DNA End Repair Kit (Thermo Scientific) according to the vendor's recommendations and purified using a GeneJet Purification Kit (Thermo Scientific). DNA was then dA-tailed using 30 U of Klenow polymerase (Thermo Scientific) in 120 μl of its buffer (Thermo Scientific) in the presence of 0.5 mM dATP at 37°C for 45 min, enzyme inactivated at 75°C for 15 min followed by purification through GeneJet (Thermo Scientific) columns. Partially complementary annealed adaptors A1/A2 (2.25 μM, A1 5′ P-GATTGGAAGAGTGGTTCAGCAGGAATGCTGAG and A2 5′ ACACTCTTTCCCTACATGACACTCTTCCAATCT) were ligated to DNA using 30 U of T4 DNA ligase (Thermo Scientific) in 120 µl of its buffer (Thermo Scientific) at 22°C overnight, followed by thermal inactivation at 65°C for 10 min and column purification (DNA Clean and Concentrator; Zymo Research).

TOP-seq library enrichment and preparation were then done as in [15] and libraries were subjected to Ion Proton (Thermo Scientific) sequencing.

### 2.13. Preparation of RNA libraries

*Laccaria bicolor* RNA was extracted using RNAzol RT Reagent (MRC), treated with DNaseI (Thermo Scientific) as recommended by the vendor and the longer than 200 nt fraction was purified using RCC (Zymo Research). Then, ribosomal RNAs were depleted using a Ribo-Zero Gold rRNA Removal Kit (yeast; Illumina) according to recommendations of the vendor and the longer than 200 nt fraction was purified using RCC (Zymo Research). RNA libraries were further prepared and sequenced at Thermo Fisher Scientific Baltics, using a Collibri Stranded RNA Library Prep Kit (Invitrogen) for Illumina (approx. 200 M pair-end reads per sample).

### 2.14. Analysed sequences and sequence annotations

Whole-genome sequences and annotations were downloaded from the Joint Genome Institute Genome portal ([42]; https://genome.jgi.doe.gov/portal/; RRID:SCR_002383): the V2 version was used for *L. bicolor* [31] and V1 for *C. cinerea* [30]. Bisulfite sequencing data were downloaded from NCBI SRA PRJNA122153 [3]. *Coprinopsis cinerea* polyA RNA-seq data were downloaded from NCBI SRA—PRJEB4912 [43].

Protein domains were identified using InterProScan v. 86.0 ([44]; https://github.com/ebi-pf-team/interproscanhttp://www.ebi.ac.uk/Tools/pfa/iprscan/; RRID:SCR_005829) using standard parameters and look-up of corresponding Gene Ontology (GO) terms and Pathway annotations (–goterms and -pa options). RepeatModeler V2.0.1 (http://www.repeatmasker.org/RepeatModeler/; RRID:SCR_015027) and RepeatMasker V4.1.0 (https://www.repeatmasker.org/, RRID:SCR_012954) were used to identify repeats in each genome (standard parameters were used). TE classes were assigned using Censor [45] at the Genetic Information Research Institute (GIRI) (https://www.girinst.org/; RRID:SCR_012762). TE clusters were defined as regions rich in TEs and were identified using an in-house script. In brief, the genome was divided into non-overlapping windows of 100 bp length and windows with at least 25% TE content were identified. Identified windows were merged into core clusters (distance between windows ≤ 100 bp), and core clusters within less than a 10 kb distance were further merged. We then selected clusters that were at least 5 kb in length and the TE content was at least 50%. Final TE clusters were then made by extending identified clusters by 5 kb on both sides.

Unique genes were identified using an in-house script. In brief, local blastp ([46]; https://ftp.ncbi.nlm.nih.gov/blast/executables/blast+/LATEST/; RRID:SCR_001010) was used to identify similar protein sequences. Sequences with a similarity threshold of at least 95% and pairwise alignment coverage of at least 90% (up to 5% unmatched regions at both the N and C ends) were identified as non-unique sequences. TET genes were identified as those belonging to the TET-JPB superfamily (cl24253) using an online NCBI conserved domain database search (http://www.ncbi.nlm.nih.gov/cdd; RRID:SCR_002077).

### 2.15. Analysis of DNA sequencing data

hMe-Seal and fC-Seal data were analysed using a custom analysis workflow. In brief, raw reads were filtered by length (minimum length 15) and trimmed (PHRED > 20) using the FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/; RRID:SCR_005534), mapped using BWA ([47]; http://bio-bwa.sourceforge.net/; RRID:SCR_010910) and filtered to contain only MAPQ ≥ 30 reads. PCR duplicates were removed based on most left and most right mapping positions using a custom R script. Deduplicated data were downsampled to equal size per modification and organism. The reference genome was then divided into non-overlapping 200 bp windows and coverage per window was calculated. To remove background signals, we evaluated each window in a sample and its control: if sample coverage was at least 1.2 times higher than control sample coverage, the difference in coverage was used as a modification level within a window.

WGBS sequencing data were analysed using the BISMARK ([48]; http://www.bioinformatics.babraham.ac.uk/projects/bismark/; RRID:SCR_005604) pipeline with default settings. For the CG fraction analysis, only CGs covered with at least five reads were selected for further analysis. For enrichment analysis, CGs methylated more than 50% were used.

Raw hmTOP-seq/foTOP-seq data were analysed as described in [49] with several modifications: only reads longer than 30 bp were selected for mapping, which was performed with hisat2 ([50]; https://daehwankimlab.github.io/hisat2/; RRID:SCR_015530; –no-spliced-alignment was used to prevent spliced alignments), and only those CGs that showed coverage of at least two in the sample of combined technical replicates and scaffolds/chromosomes longer than 100 kb were used for the analysis.

### 2.16. Analysis of RNA sequencing

The quality of the raw data was evaluated using the FASTQC program (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/; RRID:SCR_014583) and reads were trimmed using BBDUK from BBMAP packages (sourceforge.net/projects/bbmap/; RRID:SCR_016965) using the manufacturer's recommendations. Data were mapped using the hisat2 [50] program (https://daehwankimlab.github.io/hisat2/; RRID:SCR_015530; used options –no-unal –no-mixed –no-discordant –dta) using *L. bicolor* V2 [31] and *C. cinerea* [30] reference genomes and deduplicated using samtools markdup v. 1.12 ([51]; http://www.htslib.org; RRID:SCR_002105). StringTie v. 2.0.3 ([52]; https://ccb.jhu.edu/software/stringtie/; RRID:SCR_016323) was used to evaluate gene expression in TPM (transcripts per million) and DESeq2 ([53]; https://bioconductor.org/packages/release/bioc/html/DESeq2.html; RRID:SCR_015687) was used to identify differentially expressed genes. Expressed genes were identified as TPM >0.05.

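In untreated L. bicolor mycelium, 14828 and 14861 of 23125 genes had a TPM above 0.05 in the 2 libraries, and with vitamin C 14830 and 14734. By the mean TPM of each condition, 15059 genes were expressed in untreated mycelium (65.1%) and 14962 with vitamin C (64.7%). The paper's text does not say how replicates were combined for this threshold. Expressed genes had a median TPM of 15.0 in untreated mycelium (interquartile range 3.56 to 48.4) and 14.9 with vitamin C (3.36 to 48.0). Of the expressed genes, 1817 in untreated mycelium and 1870 with vitamin C had a mean TPM under 1. Most genes under the threshold were listed at 0 in both libraries, 7823 genes in untreated mycelium and 7891 with vitamin C. Between 125 and 141 genes per library reached 1000 TPM or more.

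**Figure D1:**
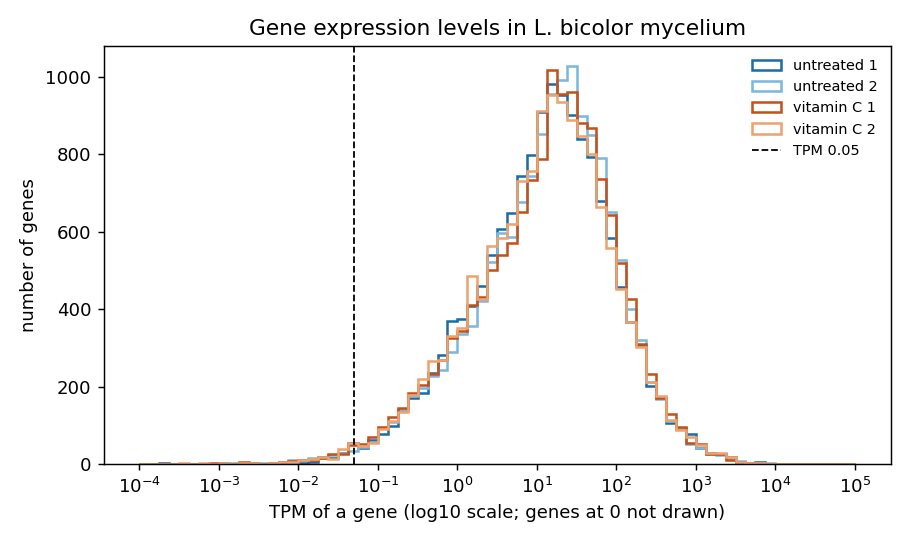
Number of genes at each TPM, on a log10 axis, in the 2 untreated and 2 vitamin C libraries of L. bicolor mycelium, 1 line per library. Genes at 0 are not drawn, and the dashed line marks the threshold of 0.05 TPM.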

### 2.17. Statistical analysis

The modification fraction was calculated using a formula *N*_modCG_/*N*_totalCG_, where *N*_modCG_ was the number of modified CGs and *N*_totalCG_ was the total number of CGs per gene. Expression and modification groups (deciles and quartiles) were calculated using only non-zero expression/modification genes. Low-/high-modification genes were defined as genes falling within the first or last decile. Enrichment analysis was performed by computing the contingency table for all or selected CGs (or 200-bp non-overlapping bins for hMe-Seal and fC-Seal) overlapping with a genomic region. Fisher's exact test was used to estimate the odds ratio and *p-*value. All statistical calculations were performed using R 3.4.0.3 (https://www.r-project.org; RRID:SCR_001905).

## 3. Results

### 3.1. Detection of oxidative forms of 5mC in *L. bicolor* and *C. cinerea*

We measured the global amounts of oxi-mCs in DNA extracted from the mycelium of *L. bicolor* and *C. cinerea* by western dot–blot and HPLC-MS/MS analysis. By HPLC-MS/MS, we observed four to five times higher amounts of 5hmC and 5fC in *L. bicolor* (approx. 0.0008 and approx. 0.001% of G) than in *C. cinerea* (approx. 0.0002%). In each of the two fungi, the amounts of 5fC and 5hmC were similar (figure 1*b,d*), in contrast to mammalian DNA, in which 5hmC is the most abundant of oxi-mCs (for example, approximately 0.06% 5hmC, approximately 0.0007% 5fC, approximately 0.0002% 5caC of C in mouse embryonic stem cells; [4]), while levels of 5caC were the lowest (approx. 0.0001%) of all oxi-mCs (see also figure 1*d*). These results contrasted with the western dot–blot analyses using the antibodies raised against 5caC (electronic supplementary material, figure S1A), which showed a high 5caC signal in *C. cinerea* DNA (electronic supplementary material, figure S1A). Therefore, we hypothesized that the 5caC signal observed in DNA by western dot–blot assays might appear to be due to cross-reactivity of the 5caC antibodies with some impurities derived from fungal extracts, or the presence of residual amounts of RNA which might also contain 5caC. Indeed, we detected 5caC in *C. cinerea* RNA by western dot–blot (electronic supplementary material, figure S1A) and confirmed the presence of 5carC in RNA by HPLC-MS/MS (figure 1*c*; electronic supplementary material, figure S1B), although its amounts were much lower than could be expected from the western dot–blot analysis (electronic supplementary material, figure S1A), thereby indicating a possible cross-reactivity with unknown components of fungal extracts. Importantly, the observed 5mrC, 5hmrC (figure 1*c*) and 5frC (electronic supplementary material, figure S1B) levels were similar to those reported in mammalian RNA (percentage of G: 5mrC approx. 0.25%; 5hmrC approximately 0.004%; 5carC approximately 0.0001% [6]; see also [20]; figure 1*d*).

### 3.2. Distribution of 5caC in RNA

We sought to explore the abundance and distribution of 5carC in RNA of both fungi by HPLC-MS/MS. The quantification of 5carC is a laborious task because, first, it requires high amounts of RNA (up to approx. 20 ug) and, second, in order to separate 5carC from the abundant cytosine that has a similar retention time in MS/MS, HPLC nucleoside fractionation and purification have to be performed prior to MS. To enhance the detection of 5carC, we employed a method used for chemical derivatization of 5caC in DNA [17,39], in which (4-aminomethyl)benzylazide is conjugated to the carboxyl group through the EDC chemistry. Under our optimized conditions (see electronic supplementary material, Methods and figure S2A), approximately 61% of 5carC was derivatized in synthetic RNA, resembling the reactivity of 5caC in DNA [39]. Of note, the MS signal intensity of the 5carC derivative increased approximately 20 times as compared with underivatized 5carC (electronic supplementary material, figure S2B) and its different retention time eliminated the need for prior fractionation. Moreover, the MS signal of the 5carC derivative showed a linear dependence on 5carC amounts in input samples (electronic supplementary material, figure S2D) and high selectivity, as the signal was well detected in the samples mixed with different amounts of unmodified RNA (electronic supplementary material, figure S2E). Since, on average, as little as 0.6 fmol of derivatized 5carC could be detected, the developed derivatization approach is well suited for measurements of 5carC in fungi and other biological samples.

Under standard cultivation conditions of both fungi, derivatization enabled detection of 5carC in total RNA of *C. cinerea* (figure 2*a*; electronic supplementary material, figure S3A). To increase the amounts of 5carC, we treated both fungi with vitamin C, which was shown to enhance the oxidation activity of TET enzymes in mammalian cells without changing RNA levels [54,55]. Notably, the vitamin C treatment enhanced the signal in *C. cinerea*, as expected (figure 2*b*; electronic supplementary material, figure S3A), and induced the appearance of a very strong signal of the 5carC-derivative in *L. bicolor* (figure 2*d*; electronic supplementary material, figure S3A). This confirmed the presence of 5carC in *C. cinerea* and demonstrated that 5carC may appear in *L. bicolor* under certain biological circumstances.

**Figure 2.**
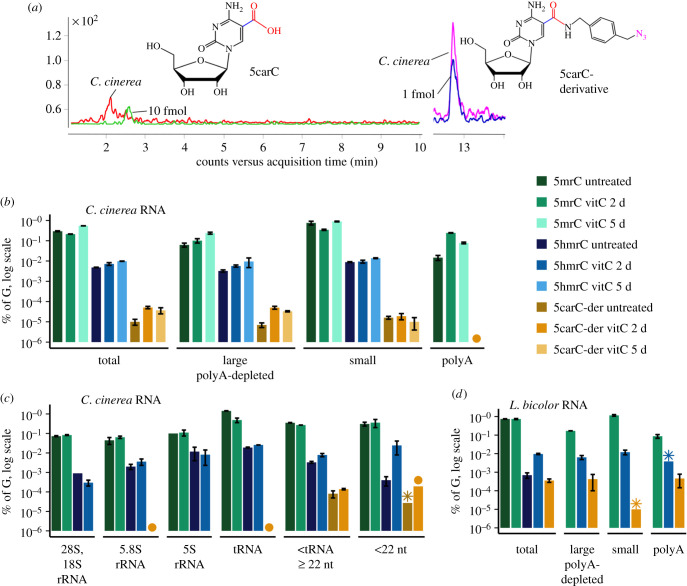
HPLC-MS/MS quantification of 5carC using chemical derivatization in RNA of basidiomycete fungi *L. bicolor* and *C. cinerea*. (*a*) Detection of 5carC using chemical derivatization with (4-aminomethyl)benzylazide. MS/MS signal of 5carC (red, 20 µg RNA) and 5carC derivative (magenta, 5 µg RNA) in *C. cinerea* RNA. A 5carC standard is shown in green (10 fmol), a 5carC derivative in blue (1 fmol). (*b*,*c*) HPLC-MS/MS analysis of the chemically derivatized 5carC in different RNA fractions of *C. cinerea* and (*d*) *L. bicolor*. Fungi were treated with vitamin C (vitC) for 2 (*b*,*c*,*d*) or 5 days (*b*). Untreated *L. bicolor* RNA was not fractionated, as it did not show a 5carC signal. Two biological replicates were used. Stars denote the samples with the detected and quantified signal (within a linear range of the calibration curve) in only one of the two replicates; circles denote where the signal was detectable but could not be quantified (was outside a linear range of the calibration curve) in one of the two replicates; samples which did not show any signal are not included (see also electronic supplementary material, table S1). Total, total RNA; small, shorter than 200 nt RNA fraction enriched by column purification; large polyA-depleted, longer than 200 nt enriched RNAs, from which polyA tail-containing RNAs (polyA) were depleted; <tRNA ≥22 nt, RNAs shorter than tRNA and longer than 22 nt; <22 nt, RNAs shorter than 22 nt. The small (shorter than 200 nt RNA) fraction includes 5.8S rRNA, 5S rRNA, tRNA and RNAs shorter than tRNA; large polyA-depleted RNA fraction includes 28S, 18S RNAs and other longer than 200 nt RNAs (see also electronic supplementary material, figure S3B).

We then investigated the distribution of 5carC among various types of RNAs: polyA tail containing RNAs, polyA-depleted large RNAs (longer than 200 nt) and small (shorter than 200 nt) RNAs. For *C. cinerea* we additionally separated large ribosomal RNAs and fractionated the pool of small RNAs into 5.8S rRNA, 5S rRNA, tRNA, a fraction of <tRNA ≥ 22 nt and RNAs shorter than 22 nt, a typical length of miRNA (electronic supplementary material, figure S3B). In *L. bicolor* treated with vitamin C, 5carC was relatively abundant in the large polyA-depleted and polyA RNAs while the signal was hardly detectable in the pool of small RNAs (shorter than 200 nt) (figure 2*d*). In untreated *C. cinerea*, the highest 5carC levels were found in small RNAs; however, the vitamin C treatment increased 5carC in the large polyA-depleted RNAs (figure 2*b*). The polyA RNAs, 5.8S rRNA and tRNA showed a weak signal after the vitamin C treatment in only one biological replicate, while 28S, 18S and 5S rRNA fractions did not contain any detectable 5carC in both conditions (figure 2*b,c*; electronic supplementary material, table S1). The 5carC levels also increased after the vitamin C treatment in the < tRNA ≥ 22 nt and shorter than 22 nt RNA fractions (figure 2*c*; electronic supplementary material, table S1). The relatively strong 5carC signal in these fractions suggests that they contribute the most to the 5carC signal in the pool of small shorter than 200 nt RNAs. Notably, we observed a 5mrC decrease and 5hmrC increase in total and small RNA after the 2 day vitamin C treatment, which potentially attests to the formation of oxi-mCs through the sequential oxidation of 5mrC by TET proteins. The 5 day vitamin C treatment further elevated the amounts of 5mrC and 5hmrC but not 5carC, perhaps as a consequence of the 5mrC reinstatement process (figure 2*b*). Interestingly, 5hmrC was not detected in the polyA RNAs of *C. cinerea* in all conditions.

Taken together, the presence of 5carC in large RNAs other than the most abundant 28S, 18S rRNAs in *C. cinerea* indicates its association with mRNAs that lack or have short polyA tails, or non-coding RNAs. Considering that polyA RNA in *L. bicolor* acquired 5carC upon vitamin C treatment, this modification might be gained under some biological conditions. It should be noted that 5carC amounts remained almost unaffected by vitamin C in the pool of small RNAs of *C. cinerea* and *L. bicolor*, demonstrating that this modification does not cause or indicate RNA degradation. Nevertheless, we cannot exclude that the weak 5carC signal in the total pool of small RNAs is the consequence of the degradation of large RNAs, or whether it comes from very short regulatory RNAs, like miRNA, which was identified in fungi (microRNA-like RNAs were found in *C. cinerea*; [56]); this remains to be elucidated.

### 3.3. Profiling of 5hmC and 5fC genome wide

We next investigated the distribution of the most abundant oxi-mCs, 5hmC and 5fC in the genomes of *L. bicolor* and *C. cinerea* using hMe-Seal and its modified version fC-Seal, which are based on affinity enrichment of 5hmC and 5fC, respectively [9,41]. We first optimized the protocols for analysis of fungal DNA on model DNA fragments which demonstrated a good specificity for 5hmC and 5fC (Materials and methods; electronic supplementary material, figure S4). To compare genomic distributions of both oxi-mCs in *L. bicolor* and *C. cinerea*, we subjected their genomic DNA through our protocols enriching 5fC and 5hmC and the prepared libraries were sequenced at medium sequencing coverage (25× for *L. bicolor* and 45× for *C. cinerea*). In both fungi, 5hmC- and 5fC-containing genomic bins of 200 bp in length showed moderate overlap with each other (Jaccard coefficients are 0.51 and 0.33 for *L. bicolor* and *C. cinerea*, respectively). Moreover, both signals demonstrated high overlap with whole-genome bisulfite sequencing data (WGBS, [3]), which represent an aggregate 5mC and 5hmC signal (56.65% and 69.70% of the 200-bp genomic bins containing WGBS modification signal overlap with hMe-Seal, and 50.97% and 79.63% of the WGBS bins overlap with fC-Seal genomic bins for *L. bicolor* and *C. cinerea*, respectively). Enrichment analysis of 5hmC- and 5fC-containing regions with various genomic elements revealed that both modifications occurred primarily at gene-associated and intergenic TEs, and intergenic areas, similar to 5mC (figure 3*a*). This corresponds to the 5hmC profiling results in *C. cinerea* using other methods—5hmC was shown to be distributed in TEs and their surrounding regions, centromeres, non-expressed orphan and multicopy paralogous genes [29]. We also observed the enrichment of 5hmC/5fC at TET genes in both fungi that was stronger in *C. cinerea*.

**Figure 3.**
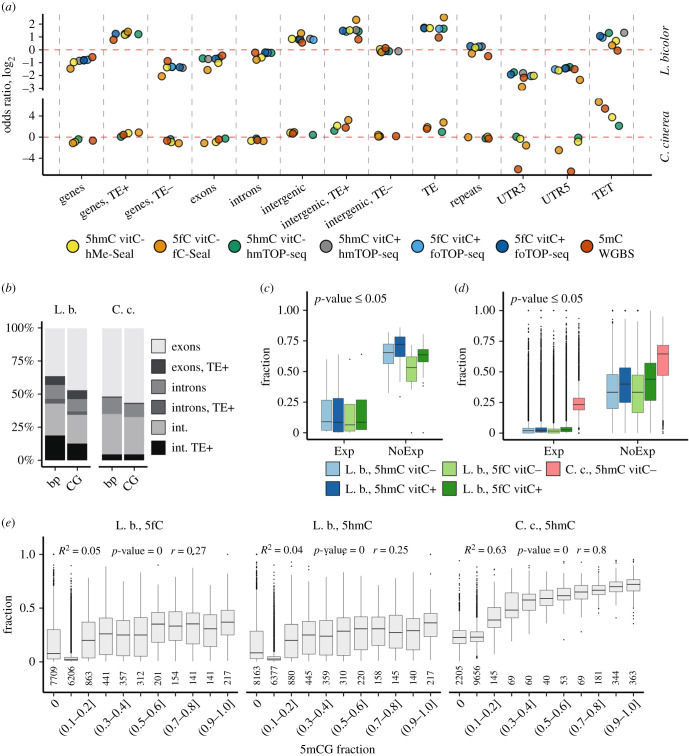
Distribution of 5hmC, 5fC and 5mC modifications in the genomes of *L. bicolor* and *C. cinerea*. (*a*) Enrichment (odds ratio (OR) log2) of the 5hmC and 5fC signal across various genomic features for hMe-Seal and fC-Seal (200-bp bins), hmTOP-seq and foTOP-seq (single CGs) and the 5mC signal from WGBS (CGs methylated more than 50% were used, [3]) data. Significance was obtained using Fisher's exact test. Non-significant estimates (*p* ≥ 0.05) are marked with an 'X'. UTR5 and UTR3, gene 5′ and 3′ untranslated regions, respectively. (*b*) Proportions (in bp and CG amounts) of genomic elements (exons, introns, intergenic regions) including and excluding TEs (TE+/TE–) in both fungi. int., intergenic areas. (*c*) Fractions of 5hmCGs and 5fCGs in expressed (TPM > 0.05, Exp) and non-expressed (NoExp) *TET* genes of *L. bicolor* and (*d*) in all genes of *L. bicolor* and *C. cinerea*. All pairwise Wilcox test *p-*values were less than or equal to the indicated *p*-value. (*e*) Fractions of oxi-mCs across gene groups stratified according to gene 5mCG fractions. Below, a number of genes within each group are presented. Only genes containing oxi-mCs were used. A linear model was used to fit the plotted data. TE, transposable elements; repeats, other repeated sequences (tandem repeats, mini and microsatellites), excluding TEs. Samples treated with vitamin C or not are marked with vitC+ or vitC–, respectively. L. b., *L. bicolor*; C. c., *C. cinerea*.

As in most basidiomycetes, the most abundant TEs in both fungi are class I (retrotransposons) elements belonging to the long terminal repeat (LTR) order, of which the Gypsy and Copia families are the most numerous [30,31,57]. LTR retrotransposons are closely related in both these fungi [58]. The second most abundant TE group is represented by the terminal inverted repeat (TIR) group (class II, DNA transposons). The *L. bicolor* genome has been reported to contain larger TE families than the *C. cinerea* genome (for example, 4662 LTRs compared with 907, 511 TIRs compared with 12 reported in [59]). Furthermore, in contrast to *C. cinerea,* TEs are not restricted to subtelomeric or centromeric regions, but distribute throughout the genome forming clusters of diverse TE types [30,31]. The different genome composition of the two fungi is shown in figure 3*b*: although intergenic regions are most abundant in TEs in both fungi, a higher percentage of intergenic TEs was observed in *L. bicolor*. Of note, only a very small fraction of the annotated protein-coding genes contain TEs in *C. cinerea*, while this fraction increases up to approximately 30% in *L. bicolor*.

As genes in the fungi are relatively short (on average 1.5 kb in *L. bicolor* [31]; 1.8 kb in *C. cinerea* [30]), the medium resolution of the affinity enrichment-based methods (approx. 150–400 bp based on DNA fragment length in our experiments) may generate overlapping results of oxi-mC distribution across genomic elements, especially for TEs whose median length is 256 bp and 233 bp in *L. bicolor* and *C. cinerea*, respectively. Therefore, we next aimed to refine the distribution of 5hmC and 5fC by our single CG mapping techniques based on the TOP-seq strategy [60], putting more emphasis on *L. bicolor*, as oxi-mCs have not been analysed so far in its TE-rich genome.

To strengthen the oxi-mC signals in the fungal DNA, we performed the vitamin C treatment: HPLC-MS/MS demonstrated an increase from approximately 0.0004% to 0.0007% of 5hmC and from 0.0005% to 0.0009% of 5fC in *L. bicolor*; in *C. cinerea*, 5hmC increased from approximately 0.0002% to 0.0014% and 5fC from 0.0004% to 0.002% (electronic supplementary material, figure S5). To profile 5hmCGs in these samples, we used our recently developed hmTOP-seq approach [49]. Additionally, we developed its modified version foTOP-seq, in which the 5fC reduction to 5hmC is performed before hmTOP-seq library preparations (see electronic supplementary material, Methods), and used it for generation of 5fCG maps in *L. bicolor*. As 5mC in the *L. bicolor* and *C. cinerea* genomes occurs mainly in a CG context [3], we focused our analysis on CGs, which are distributed in all main genomic elements, with larger fractions in exons and intergenic areas (figure 3*b*). In *L. bicolor* DNA, we identified 275 922 5hmCGs and 271 761 5fCGs in two replicates of the hmTOP-seq and foTOP-seq libraries, respectively (on average 10× coverage), whose amounts increased to 315 170 5hmCGs and 349 758 5fCGs under the vitamin C treatment, as expected. In *C. cinerea* cultivated under standard conditions, we identified 663 841 5hmCGs in two replicates of the hmTOP-seq library (on average 10× coverage). The relatively high correlation between 5hmCG- and 5fCG-containing regions in various genomic elements (Pearson *r* = 0.85 for genes and 0.49 for repeats) indicated a strong overlap of 5hmC and 5fC in *L. bicolor*. The enrichment analysis of the identified oxi-mC-modified CGs across genomic elements generally coincided with the aforementioned results of hMe-Seal and fC-Seal and demonstrated similar tendencies for both vitamin C-treated and -untreated samples (figure 3*a*): 5hmCGs and 5fCGs were enriched in TEs, intergenic areas, with the most modified TEs localized in intergenic areas (electronic supplementary material, figure S6A) and TE-containing genes, and were depleted in 5′UTRs and 3′UTRs. Although exons and introns were generally oxi-mC-poor in both fungi, a slightly stronger enrichment was observed for exons in *C. cinerea*. Interestingly, although 5′UTRs and 3′UTRs in *C. cinerea* were depleted in the WGBS-acquired modification signal, they showed weak enrichment in 5hmCGs and 5fCGs. In contrast to *L. bicolor*, the genomic elements containing oxi-mCG-modified TEs comprised only a small part of all elements in *C. cinerea* (electronic supplementary material, figure S6A).

As TEs might map to many places in the fungal genomes, in parallel we analysed hm/foTOP-seq data using multi-mapping sites (see electronic supplementary material, Methods) and used them for all further analyses, except for comparisons with WGBS. In the multi-mapping approach, a much higher percentage of modified 5hmCGs/5fCGs was identified in TEs in *L. bicolor* (electronic supplementary material, figure S6A). The oxi-mCG enrichment analysis for different classes of TEs evidenced similar enrichment in retrotransposon and DNA transposon classes in both fungi; among DNA transposons, 5hmCGs/5fCGs were enriched in TIRs and in a helitron family found in *L. bicolor* in gene-rich regions [58]. For class II elements, enrichment was observed in LTR (such as Gypsy, Copia) and some non-LTR families (DIRS or LINE) (electronic supplementary material, figure S6B). Although the abundance of TE families is very different, with LTRs being the most numerous, comparable enrichment of all families suggests potentially similar regulation of TEs through oxi-mCs.

To compare the distribution of oxi-mCGs and their predecessor 5mCGs across genes and TEs, we used our strategy to calculate modified CG fractions, as described previously [61,62]. Importantly, for WGBS data, the calculated 5mCG fractions across genes correlated well with 5mCG methylation values (0.94 for *C. cinerea* and 0.54 for *L. bicolor*). Therefore, this strategy enabled the direct comparison of different data and modifications measured by WGBS and our semi-quantitative TOP-seq-based methods. The vast majority of genes in *C. cinerea* contained 5hmCGs (13 185 single-mapping and 13 215 multi-mapping genes of the analysed 13 237 genes), while of 22 910 analysed genes in *L. bicolor* oxi-mCs were found in 19 760 and 20 320 genes using a single-mapping and multi-mapping approach, respectively. We observed a good coincidence between oxi-mCGs and 5mCGs that was stronger in *C. cinerea* (figure 3*e*). In *C. cinerea,* 5mCG-containing genes distributed bimodally: a large group of genes (approx. 11 900) showed the absence or low 5mCG (0–0.1) and average 0.2 5hmCG fractions, and the second most abundant group consisted of highly 5mCG- and 5hmCG-enriched genes (approx. 890 genes with ≥ 0.7 5mCG and an average of 0.7 5hmCG fractions). In *L. bicolor*, the majority of genes (approx. 19 500) demonstrated low 5mCG and oxi-mCG fractions (0–0.1 5mCG and an average of 0.09 oxi-mCG), and the genes with medium 5mCG and oxi-mCG fractions (greater than 0.2 but less than 0.7 5mCG and an average of 0.23 oxi-mCG) outnumbered the highly modified gene group (greater than 0.7 5mCG and an average of 0.26 oxi-mCG fractions). It should be noted that a much larger group of unmethylated but oxi-mCG-containing genes was observed in *L. bicolor* than in *C. cinerea* (7709 5hmCG- and 8163 5fCG-containing genes in *L. bicolor* and 2205 5hmCG genes in *C. cinerea*), suggesting a distinct turnover of 5mC oxidation products in the two fungi (figure 3*e*). Although 14 396 of 19 760 oxi-mC-containing genes in *L. bicolor* possess both 5hmC and 5fC modifications, the genes modified with a single type of oxi-mCGs were also detected (3018 and 2346 genes with 5hmCGs and 5fCGs, respectively).

InterProScan analysis provided GO terms to only approximately 10% of the 10% most oxi-mC-modified genes of *L. bicolor*, and showed links to many different cellular processes (more than 40 GO terms), indicating that most likely 5hmCGs/5fCGs are not associated with particular genes. More genes (10–17) were found in protein dimerization activity (GO:0046983), nucleic acid binding (GO:0003676), the G protein-coupled receptor signalling pathway (GO:0007186), GTPase activity (GO:0003924), guanyl nucleotide binding (GO:0019001), G-protein beta/gamma-subunit complex binding (GO:0031683), ATP binding (GO:0005524) and catalysis of the hydrolysis of ester linkages within nucleic acids (GO:0004518) functions and processes. Of genes not defined by GO terms, but with an identified domain or motif, the majority were characterized as transposases, also belonging to the oxygenase domain of the 2OGFeDO superfamily (based on Pfam annotations).

### 3.4. Association of 5hmC/5fC with gene expression

To evaluate the impact of oxi-mCs on gene expression in fungi, we performed whole-transcriptome sequencing of *L. bicolor* mycelium cultivated under normal and elevated vitamin C conditions. 

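Total RNA was sequenced from L. bicolor S238N-H82 mycelium collected after 8 weeks of culture in liquid medium. There were 2 libraries of untreated mycelium and 2 of mycelium incubated with 5 mM vitamin C for 2 days. Vitamin C is a reducing agent that keeps the iron of TET enzymes in its active form. The submitters call the libraries of each condition biological replicates. RNA longer than 200 nt was depleted of ribosomal RNA and made into stranded libraries, so that transcripts without a polyA tail were not selected against. The authors checked the reads with FastQC, trimmed them with BBDuk, mapped them with hisat2 to the L. bicolor V2 genome, removed duplicates with samtools markdup 1.12 and quantified the annotated genes with StringTie 2.0.3. The deposited values give the coverage, FPKM and TPM of 23125 genes on 54 scaffolds, of which 10 are linkage groups. The paper gives approximately 200 M paired-end reads per sample. StringTie scales FPKM by the aligned bases of a library, and the ratio of coverage to FPKM corresponds to 4.20 and 4.40 Gb of aligned bases in the untreated libraries and to 5.65 and 4.27 Gb in the vitamin C libraries. The values used here rest on these bases, left after trimming, mapping and removal of duplicates. The median coverage of genes with a TPM above 0.05 was 40.5 and 47.5 in the untreated libraries and 57.5 and 39.1 in the vitamin C libraries. The 100 genes with the highest TPM held 23.9% and 23.3% of all TPM in the untreated libraries and 21.2% and 23.9% in the vitamin C libraries. TPM is not a read count, so expression was compared on log2(TPM + 1), the scale the paper plots, with limma, which shares the estimate of the spread across genes. Genes with a mean TPM over the 4 libraries above 0.05 entered the test. The gene identifiers are not paired with gene names in the files, and 0 of the 23125 matched the RefSeq annotation of the first L. bicolor assembly, so genes are given by their position on the V2 genome.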

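Few genes passed the test of vitamin C-treated against untreated mycelium. Of 15107 genes tested, 7 were higher and 7 were lower with vitamin C at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. The gene gene_14029, on linkage group 5 from 1289135 to 1290089, was listed at 0 TPM in both untreated libraries and at 44.4 and 31.7 TPM in the vitamin C libraries (adjusted p = 0.0013 from limma). The gene gene_26806, on scaffold 23 from 26652 to 27330, was listed at 0 TPM in both untreated libraries and at 8.25 and 10.7 TPM with vitamin C (adjusted p = 0.0040 from limma). In the other direction, gene_11049, on linkage group 3 from 6851882 to 6852155, stood at 23.6 and 22.2 TPM in the untreated libraries and was listed at 0 in both vitamin C libraries (adjusted p = 0.0013 from limma). Its model overlaps 4 bp of another on the same strand, which was listed at 0 in every library. The gene gene_10008, on linkage group 3 from 4614767 to 4616612, stood at 7.81 and 8.81 TPM untreated and was listed at 0 with vitamin C (adjusted p = 0.0040 from limma). A gene of 280 bp on the opposite strand lies wholly inside its model. That gene stood at 70.9 and 77.5 TPM untreated and at 96.9 and 85.4 TPM with vitamin C. Reads assigned to it could explain the 0 of gene_10008 only over the overlap, and exon positions were not used here. An exact 0 in these files can be a failed estimate. These 4 are among 5 genes at 0 in one condition and at 5 TPM or more in both libraries of the other. The 2 other splits of the libraries into pairs have no contrast of treatment. Untreated replicate 1 and vitamin C replicate 1 against the other 2 libraries also gave 5 such genes. Untreated replicate 1 and vitamin C replicate 2 against the others gave 1. At 1 TPM or more, the split by condition gave 16 genes and these splits 7 and 5. Of the 14 genes that passed the test, 9 were listed at 0 in both libraries of one condition. Another gene model overlaps 8 of the 14 (57.1%), against 20.1% of the other tested genes. This was tested only after the values were seen (two-sided Fisher's exact test, p = 0.0025). Overlapping models may share reads, though some of these partners were listed at 0 in every library. 
Of the 5 genes that were not at 0 throughout one condition, 3 are given here, chosen after their values were seen. The others overlap a gene whose level moved the opposite way. For the higher one, on linkage group 1, the partner fell from 35.5 and 34.5 to 20.7 and 20.1 TPM. For the lower one, on scaffold 11, the partner rose from 16.2 and 17.0 to 30.5 and 24.0 TPM. A gene on scaffold 16 from 297985 to 300245 rose from 10.3 and 5.96 TPM to 64.8 and 47.1 TPM, a change of 2.67 on the log2(TPM + 1) scale (standard error 0.29, adjusted p = 0.039 from limma). A gene on linkage group 4 from 1466981 to 1467897 fell from 124 and 137 TPM to 33.6 and 40.2 TPM, a change of -1.80 on that scale (standard error 0.17, adjusted p = 0.024 from limma). A gene on linkage group 9 from 1321191 to 1321726 fell from 61.6 and 82.4 TPM to 19.0 and 18.8 TPM, a change of -1.86 (standard error 0.20, adjusted p = 0.039 from limma). A gene on the opposite strand, from 1321195 to 1323502, overlaps 532 bp of it, which is nearly its whole model. That partner stood at 19.0 and 19.0 TPM untreated and at 21.7 and 15.8 TPM with vitamin C. With a filter on a mean TPM of at least 1, 13 genes were higher and 11 lower, and without the filter or without the trend 3 were lower. With all 4 libraries, 1981 genes had an unadjusted p under 0.05 from limma. With any 1 library left out the adjusted calls of the 14 genes no longer held, and 1 condition then rests on a single library. The changes ranged from 5.03 to 5.51 for gene_14029 (5.27 with all libraries) and from 2.32 to 3.02 for the gene on scaffold 16 (2.67). The 14 genes could not change direction in these fits, since their values do not overlap between conditions. In simulated data for this comparison over 15107 genes, the test recovered 10.4% of genes changed 2-fold, 71.6% changed 4-fold and 87.9% changed 8-fold. The simulated noise was independent and normal, and changes were placed only in genes with a mean TPM of at least 1. No simulated gene was held at 0 and no correlation between libraries was built in, so these shares may overstate recovery in the real libraries. With 1 library left out of the simulated data, some genes changed 4-fold and 8-fold were still recovered, unlike in the real libraries. The loss of a library alone therefore need not remove every call.

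**Figure D2:**
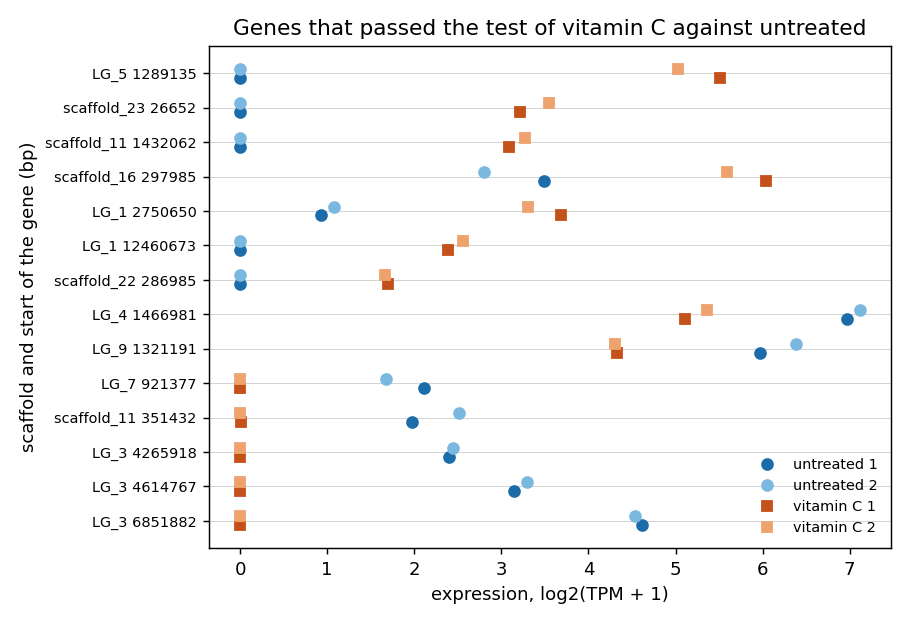
Expression of the 14 genes that passed the test of vitamin C against untreated mycelium, as log2(TPM + 1) on the horizontal axis, 1 row per gene, labelled by scaffold and start in bp. Circles are the untreated and squares the vitamin C libraries, 1 point per library. In 9 rows both libraries of one condition sit at 0.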

For *C. cinerea*, we used the publicly available polyA RNA-seq data of the mycelium cultivated under standard conditions [43]. Although most of the *L. bicolor TET* genes identified in our analysis (46 genes, see Methods) possess 5fC/5hmC modifications (figure 3*c*), only four of them with low oxi-mCG fractions showed detectable expression (TPM > 0.05) and could potentially be involved in the production of oxi-mCs (figure 3*c*). 

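The division of L. bicolor genes into expressed and non-expressed was nearly the same in both conditions. Of 23125 genes, 7860 were non-expressed and 14756 were expressed in both untreated and vitamin C-treated mycelium, by the mean TPM of each condition, which is 97.8% of all genes. The other genes changed class, 206 being expressed with vitamin C alone and 303 in untreated mycelium alone. Their levels were low, with a median TPM of 0.119 for the genes expressed with vitamin C alone and 0.128 for those expressed in untreated mycelium alone. A mean TPM of at least 1 was reached by 18 of the former and 25 of the latter. Replicates of one condition differed in class by about as many genes as libraries of different conditions. Between the untreated libraries 643 genes changed class and between the vitamin C libraries 584, against 600, 638, 645 and 685 in the 4 comparisons of an untreated with a vitamin C library. The 5hmCG and 5fCG fractions of these genes were not analysed here.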

Generally, we determined the preferential association of oxi-mCs with non-expressed genes (figure 3*d*). Moreover, all multi-copy genes were more oxi-mC-modified and less expressed than single-copy genes (electronic supplementary material, figure S6C and D), which is consistent with the reported results of 5hmC in *C. cinerea* [29]. As TE-containing genes and intergenic regions were most enriched in 5hmCGs/5fCGs (figure 3*a*), we further explored the expression and modification of genes depending on the presence of TEs. It is known that insertion of TEs or even proximity to them downregulates genes in fungi [63]. Although TEs in fungi are globally transcriptionally inactivated by DNA methylation [64] and heterochromatin formation [65,66], the impact of 5mC oxidation on the activity of TEs is unknown. We found that genes and their upstream regions, which might contain promoters, were more 5hmCG/5fCG-modified when they overlapped TEs in both fungi (figure 4*a*; electronic supplementary material, figure S8A), and, consequently, such genes were less expressed (figure 4*b*). *Laccaria bicolor* genes that overlapped TEs or were surrounded by them demonstrated the highest oxi-mC modification and the lowest expression levels (figure 4*c,d*). As TEs contain relatively high fractions of oxi-mCGs (electronic supplementary material, figure S7A), this strongly confirms the TE influence on gene 5fC/5hmC modification levels and, concomitantly, the negative impact on expression.

**Figure 4.**
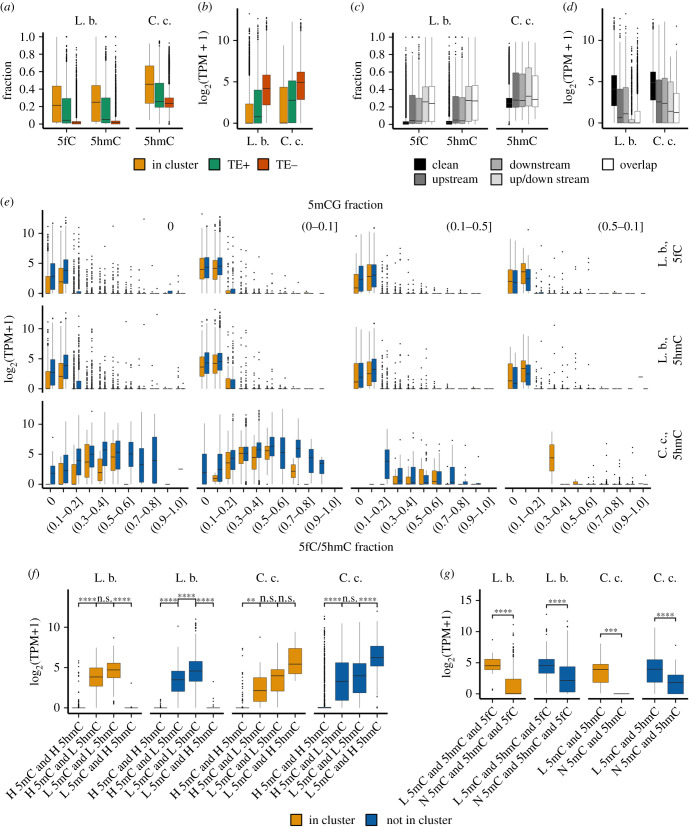
Relationship of 5hmC, 5fC and 5mC with gene expression in *L. bicolor* and *C. cinerea*. (*a*) 5hmCG and 5fCG fractions and (*b*) expression of all genes which are associated with TEs (TE+, distance less than 1 kb) or not (TE–), or present in TE clusters (In cluster). Kruskal–Wallis and one-way ANOVA (for fractions and expression, respectively) were used to test differences within groups (*p*-value ≤ 0.05). (*c*) 5hmCG and 5fCG fractions and (*d*) expression of genes grouped according to the position of TEs (clean, no TE detected within a 1 kb distance; upstream or downstream, TE detected within 1 kb upstream or downstream from a gene; up/downstream, TE detected upstream and downstream from a gene; overlap, TE overlaps a gene). Kruskal–Wallis and one-way ANOVA (for fractions and expression, respectively) were used to test differences within groups (*p*-value ≤ 0.05). (*e*) Expression (log2(TPM+1)) stratified according to 5fCG and 5hmCG gene fractions in differentially methylated genes (5mCG fractions from WGBS data shown above the graphs). (*f*) Comparison of the expression of differently modified genes grouped according to high (H) and low (L) gene 5mCG and 5hmCG fractions in TE clusters and outside them. Asterisks indicate *p*-values calculated using the *t*-test. (*g*) Expression of genes containing low levels (L) of all three 5mC-, 5fC- and 5hmC-modified CGs in *L. bicolor* and low 5mCGs/5hmCGs in *C. cinerea*, and without (N) these modifications inside and outside of TE clusters. Asterisks indicate *p*-values calculated using the *t*-test. L. b., *L. bicolor*; C. c., *C. cinerea*; n.s., *p*-value > 0.05; *p < 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001.

It has been reported that more methylated, less active genes distribute in TE clusters in some fungi [63,64]. TE clusters were detected in the *L. bicolor* genome [34]. For comparative analysis of *L. bicolor* and *C. cinerea*, we *de novo* identified TE clusters, which we defined as regions of at least 5 kb in length with repeat content of at least 50% (see electronic supplementary material, Methods). As expected, a considerably higher number of clusters were found in *L. bicolor*: 207 and 82 TE clusters in *L. bicolor* and *C. cinerea,* respectively, covering 20 966 119 and 2 578 862 bp (35.48% and 7.2% of the genome) and having on average 60 and eight TEs per cluster. We observed that TEs in clusters demonstrated higher 5hmCG/5fCG fractions than solitary TEs (electronic supplementary material, figure S7A), and highly oxi-mCG-modified TEs associated with low expression (electronic supplementary material, figure S7B). In accordance with high oxi-mCG fractions of TEs in clusters, genes localized in TE clusters (and their upstream regions) were most enriched in 5fCG/5hmCGs (figure 4*a* and electronic supplementary material, figure S8A) and least expressed in relation to genes outside of clusters or without TEs (figure 4*b*; electronic supplementary material, figures S7C, S8B, S8C).

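On the scaffolds longer than 100 kb, the length limit the paper gives for its CG maps, 7932 of 22921 L. bicolor genes were non-expressed in untreated mycelium (34.6%) and 8028 with vitamin C (35.0%). These scaffolds were taken as those whose last gene ends beyond 100 kb. Non-expressed genes were unevenly spread over the genome. Linkage group 5 had the highest share of the 10 linkage groups, with 712 of 1235 genes non-expressed (57.7%), followed by linkage group 7 with 383 of 917 (41.8%) and linkage group 4 with 625 of 1634 (38.2%). Linkage group 3, with 871 of 3122 genes (27.9%), had the lowest in untreated mycelium. Scaffold 12 had 107 of 662 genes non-expressed (16.2%), and scaffold 23 had 104 of 118 (88.1%). With vitamin C the lowest was linkage group 10 at 28.3%, against 28.8% for linkage group 3. The vitamin C libraries gave 58.3% for linkage group 5, 16.6% for scaffold 12 and 87.3% for scaffold 23. 
Among the genes listed, whose identifiers skip numbers, the non-expressed genes formed long stretches. The longest was 119 neighbouring non-expressed genes on linkage group 4 from 2296690 to 2734056, which is 437 kb, and a stretch of 83 genes lay on the same linkage group from 1908321 to 2218773. On linkage group 6, 71 genes from 105704 to 420325 were non-expressed, and on linkage group 1, 70 genes from 9499282 to 9719586. With vitamin C the stretches of 83 and 70 genes were the same in extent, and the longest held 92 genes and ended at 2628200. Of the 119 genes of the untreated stretch 118 stayed non-expressed with vitamin C, and the 1 above the threshold had a mean TPM of 0.082. The stretch of 71 genes on linkage group 6 was broken up with vitamin C, with 4 of its genes above the threshold at a mean TPM of at most 0.105 and a longest remaining part of 33 genes. The stretches followed here were picked by their length in untreated mycelium. In untreated mycelium, 223 stretches of at least 10 genes held 4062 of the non-expressed genes (50.4%). With vitamin C, 229 such stretches held 4059 of them (49.7%). In untreated mycelium, 652 genes were non-expressed between expressed neighbours or at the end of a scaffold. Genes are not independent replicates, so these counts carry no replicate error. TE positions were not used here, so the stretches are not assigned to TE clusters. The paper sets the share of non-expressed genes inside TE clusters against the share outside them. It takes the higher share inside as a sign of silencing by TEs. The paper also reports lower expression of genes that TEs overlap or flank.

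**Figure D3:**
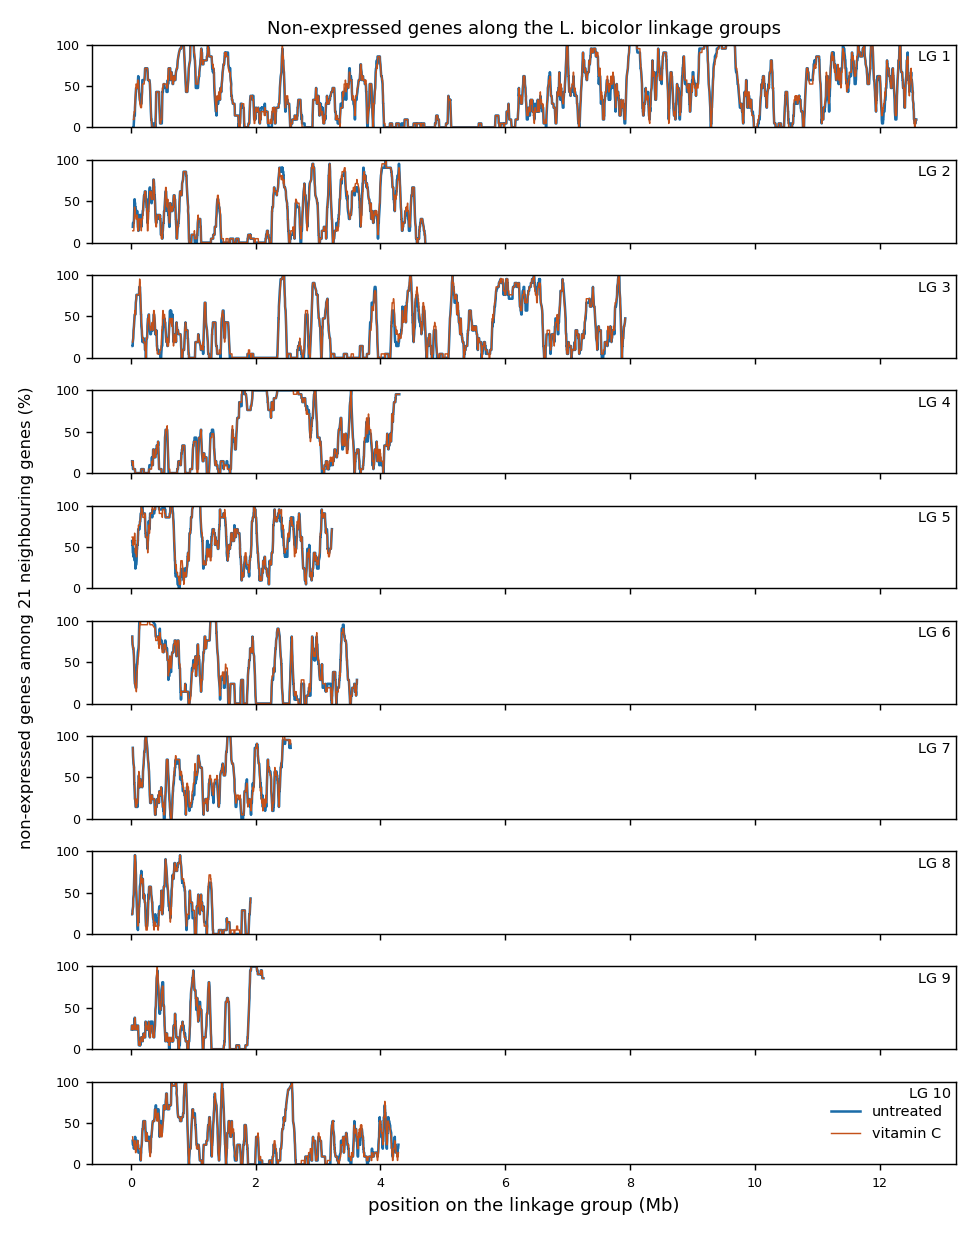
Share of non-expressed genes (TPM of 0.05 or less) among 21 neighbouring genes, in percent, against position in Mb on the 10 linkage groups of L. bicolor. The thick line is untreated and the thin line vitamin C-treated mycelium. The lines lie close to each other, and both stay near 100% over much of linkage group 4 between 1908321 and 2628200 bp.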

Generally, the majority of TE cluster-associated genes in *L. bicolor* (4312 out of 7095) were found to be non-expressed (average 0.28 5hmCG/5fCG and 0.11 5mCG fractions), while only 3618 out of 15 815 genes outside of TE clusters were silenced (average 0.24 5hmCG/5fCG and 0.13 5mCG fractions), which attests to the silencing effect of TEs. The measured fractions of modified cytosines of expressed genes in clusters were slightly higher than those outside them and consisted of on average 0.06 5hmCG, 0.06 5fCG and 0.07 5mCG (0.03 5hmCG, 0.02 5fCG and 0.04 5mCG outside of clusters).

As genes and TEs included all three cytosine states, 5mC, 5hmC, 5fC, we further sought to investigate the interplay among individual cytosine modifications in the regulation of gene expression. We grouped all genes according to 5mCG fractions and evaluated their expression as a function of increasing oxi-mC fractions. Strikingly, the relationship between 5hmCG amounts and expression differed in *L. bicolor* and *C. cinerea* (figure 4*e*). A positive relationship was detected for lowly methylated genes (5mCG fraction 0–0.1) in *C. cinerea,* in line with the observed positive influence of 5hmC on the expression in mammals [67], while expression was weak or absent in highly methylated and hydroxymethylated genes (fractions > 0.5). In *L. bicolor*, the positive association between expression and 5hmCG/5fCG fractions was only noticeable when comparing the two gene groups—without oxi-mCGs and with low oxi-mCG fractions (up to 0.1), whereas genes with higher than 0.1 5hmCG/5fCG fractions were mostly silenced irrespective of their 5mCG content. The same trend was observed for genes associated with TE clusters and outside them, except that expression levels were lower inside clusters. To assess the relevance of the CG-fraction measure for gene modification evaluations, we additionally calculated CG-coverage values across the same 5mCG groups: both sets of data generally corresponded, except for the groups with higher 5hmCG modification values, which showed weaker downregulation of lowly methylated genes in *L. bicolor* and did not show strong downregulation in *C. cinerea* (electronic supplementary material, figure S7D). This suggests the presence of genes that contain a low number of highly modified, i.e. highly covered, 5hmCG sites and indicates that complementary information could be collected using the two parameters of TOP-seq data analysis.

The close-up view at genes with high or low fractions of different cytosine modifications in *L. bicolor* and *C. cinerea* again revealed that, in *L. bicolor*, both oxidized 5-methylcytosine forms (data shown only for 5hmC) strongly suppress genes in TE clusters and outside them: for both highly and lowly methylated gene groups, only the genes possessing a low 5hmCG fraction showed expression while highly 5hmCG-modified genes were silenced (figure 4*f*). By contrast, higher 5hmCG levels mark more active genes when their methylation level is low (*p-*value < 0.01) in *C. cinerea*, but abundant 5hmCGs and 5mCGs act synergically in repression of genes (at low gene 5hmCG levels, higher 5mCG amounts tend to downregulate genes as compared with low 5mCG levels), with a stronger repression effect of high 5hmCG fractions (*p-*value < 0.01). On the other hand, despite the observed silencing role of oxi-mCs in both fungi and 5mC in *C. cinerea*, genes containing low levels of all cytosine modifications were found to be more intensively expressed than genes without modifications (*p-*values < 0.001, figure 4*g*). The observed differences between the fungi might suggest the presence of different mechanisms for regulation of more abundant TEs in *L. bicolor* than in *C. cinerea*. However, we cannot exclude that the differences arise as a result of the poor annotation of genes and TEs in the *L. bicolor* genome [31,63].

## 4. Discussion

To understand the outcomes that might arise from the presence of many copies of *TET-JPB* genes in *L. bicolor* and *C. cinerea*, we investigated the distribution of the 5mC oxidative forms in the nucleic acids of the fungal mycelium. We detected all three oxi-mCs in DNA of both fungi, with similar levels of 5hmC and 5fC, which is in contrast to much higher 5hmC abundance in mammalian DNA as compared with 5fC (figure 1*d*). This might indicate different turnover or biological roles of 5hmC and 5fC in the fungi. Contrary to mammals, *L. bicolor* and *C. cinerea* have many *TET-JPB* genes (47–74 genes) in comparison with only three genes in mammals [28,67]. Despite numerous *TET-JBP* genes, only a few of them showed weak expression (this study and [29]); thus, the observed relatively low levels of oxi-mCs in the genomes of *L. bicolor* and *C. cinerea* are not unexpected. The amount of 5caC in DNA of *C. cinerea* was the lowest among the three oxi-mC modifications (figure 1*b,d*), in contrast to the most abundant 5caC reported by [29]. The detected discrepancy of 5caC proportions in HPLC-MS/MS and western dot–blot analyses might be explained by a cross-reactivity of the used 5caC antibodies, questioning the reliability of antibody-based methods for analysis of fungal samples. For this reason, we focused on the comprehensive characterization of oxi-mCs in the DNA and RNA of *L. bicolor* and *C. cinerea* by HPLC-MS/MS.

We discovered 5carC in *C. cinerea* RNA and developed a chemical derivatization method to facilitate its detection by HPLC-MS/MS—the rarest and the least investigated oxi-mC. Among different RNA types, 5carC was observed in polyA-depleted large RNAs, pointing to its potential association with mRNAs that lack or have short polyA tails or non-coding RNAs. It has been shown that some fungi contain a significant fraction of mRNAs lacking polyA tails [68], and short polyA tails are common in highly expressed genes across eukaryotes [69]. An apparent 5carC signal was also identified in *C. cinerea* small RNAs, with the largest 5carC amounts found in RNAs shorter than tRNA. The treatment of the fungal mycelium with vitamin C induced an increase of oxi-mCs in its RNA and DNA, supporting the potential involvement of TET proteins in the 5mC oxidation. Under standard cultivation conditions, 5carC was not detected in *L. bicolor* by our method*,* but the vitamin C treatment facilitated its substantial increase in large and polyA RNAs, indicating that 5carC can be formed at higher cellular concentrations of vitamin C (fungi naturally synthesize vitamin C or its analogues [70]), or, for example, following interaction with a plant. Surprisingly, our data showed the absence of 5hmrC in the polyA RNA fraction of *C. cinerea*, which was detected following the vitamin C treatment only in *L. bicolor*, suggesting that oxi-mCs play different roles in fungi than in mammals, where the highest percentage of 5carC and 5hmrC was estimated in the polyA RNAs [6]. Although the levels of 5carC in total RNA of *C. cinerea* (approx. 0.00001–0.00005% of G) and *L. bicolor* (approx. 0.0004%) are low, they fall within a similar range to those determined in different mammalian tissues (0.00004–0.0005%; [6]) (figure 1*d*). The relatively weak TET activity towards 5caC generation, as reported by *in vitro* analysis of *C. cinerea* TET proteins on DNA [71], might be responsible for the lowest amounts of 5carC among all oxi-mCs, or 5caC might be actively removed from DNA and RNA by excision mechanisms, such as thymine DNA glycosylases or direct decarboxylation to cytosine [72]. However, to date, the activity of thymine DNA glycosylases (a potential gene was predicted in *C. cinerea*; [29]) or other excision mechanisms have not yet been discovered in fungi.

Our investigation of the presence of 5carC in fungal RNA appends valuable information about this poorly explored modification, though the mechanisms of its biological functioning are yet to be determined. 5carC might influence RNA geometry, similarly to 5caC in DNA, by widening the minor groove and loosening its double-stranded parts as opposed to more stabilizing 5mC [73]. Other cytosine modifications in RNA are shown to affect RNA properties, stability and functions in various organisms. 5mrC in mRNAs enables their transport from the nucleus in human HeLa cells, or to distant body parts of the plant *Arabidopsis thaliana* [74]. Some studies predicted the 5mrC influence on mRNA stability [74]. In addition, 5mrC was found to affect the binding of regulatory long non-coding RNAs to chromatin-modifying complexes [75]. In contrast to 5mrC, which decreases translation of mRNA, 5hmrC can favour it in *Drosophila* [23]. Interestingly, 5hmrC was shown to destabilize murine endogenous retrovirus transcripts [75,76].

TEs comprise a larger part of the genome in ectomycorrhizal *L. bicolor* (up to 37.9% [63]), compared with saprotrophic *C. cinerea* (approx. 6%, [30]). The expansion of TEs in fungi is thought to be related to mutualistic or parasitic interactions with plants, thereby contributing to genetic variation that is beneficial for adaptation to a host plant [57], and significantly higher TE content in ectomycorrhizal symbionts was found compared with other fungal lifestyles [77]. Our hmTOP-seq-based [49] profiling of 5hmC- and 5fC-modified CG dinucleotides in DNA of both fungi showed their accumulation at TEs, which is in accordance with the published distribution of 5mC [3] and 5hmC in *C. cinerea* [29]. We found that the majority of genes in the fungi possess oxi-mCs. The association of genes with oxi-mC-rich TEs causes their suppression and affects gene 5hmC/5fC modification levels. The performed separate analysis for the genes localized inside and outside of TE clusters demonstrated the highest 5hmC/5fC modification levels in clusters, especially in non-expressed genes, which is in line with 5mC analysis of other fungi [63,64]. By contrast, *C. cinerea* genes displayed gradually increasing expression with higher 5hmC modification levels irrespective of the TE presence.

Importantly, using our strategy to analyse the fractions of modified CGs, we were able to directly compare the amounts of the three cytosine states—5mC, 5hmC and 5fC—and their relationship with gene expression regulation. The amounts of all three are positively correlated in *L. bicolor*—this is in direct contrast to the oxi-mC proportions in mammals, where the inverse correlation was estimated between 5fC and 5hmC, or between 5hmC/5fC and 5mC levels [17,78]. Strikingly, the analysis of individual cytosine modifications across genes revealed that high gene 5hmC or 5fC but not 5mC modification exerts a strong suppressive effect in *L. bicolor*. By contrast, more active genes are marked by higher 5hmC and low 5mC levels in *C. cinerea*, and only high 5mCG levels start to act negatively on expression along with high gene 5hmCG levels. Despite the strong repressive role of oxi-mCGs observed in both fungi, low levels of 5mC/5hmC/5fC modification are required to induce expression.

To our knowledge, this is the first detailed analysis of the relationship between 5mC and its oxidized derivatives 5hmC/5fC and expression in fungi. The observed silencing of genes whose high oxi-mC levels are caused by highly 5hmCG/5fCG-modified TEs suggests the oxidation of 5mC as an additional regulation/suppression mechanism that fungi might accomplish, for example by recruiting repressive proteins to TEs, as has been shown for TET proteins in mammals [79]. This mechanism could also be important for autoregulation of the expanded pool of TE-associated [26,27] and 5hmC/5fC-modified *TET-JPB* genes. Diverse impacts of oxi-mCs and 5mC on expression in *L. bicolor* and *C. cinerea* acknowledge the variety of roles that cytosine modification might play in different species of fungi [3,80]. Several mechanisms could have arisen in *L. bicolor* during its evolution in symbiosis with plants, which, together with the accumulation of TEs contributing to adaptation, activate the strong control over deleterious effects of abundant TEs.

The established distribution of the 5mC and oxi-mC modifications along with gene expression profiles of the two fungi provide a unique resource to study epigenetic mechanisms and highlight the importance of individual oxidative cytosine modifications. Further research is needed to gain deeper insights into the diversity of roles and distribution of oxi-mCs in other developmental stages of *L. bicolor* and *C. cinerea* and in many different fungi.

## Data Availability

Raw and processed sequencing data reported in this paper are available online at GEO: GSE185551. Figures and data analysis source codes and data used to produce final figures presented in this manuscript are available on Zenodo at https://doi.org/10.5281/zenodo.5846594. The data are provided in the electronic supplementary material [81].

How the deposited data were processed for this re-analysis (not part of the article)

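RNA-seq of L. bicolor S238N-H82 mycelium was analysed, with 2 untreated libraries and 2 libraries of mycelium given 5 mM vitamin C for 2 days. Condition and replicate were taken from the sample labels and the paper's methods. The authors checked reads with FastQC, trimmed them with BBDuk, mapped them with hisat2 to the L. bicolor V2 genome, removed duplicates with samtools markdup 1.12 and quantified annotated genes with StringTie 2.0.3, 1 table per library. The submitters' processing notes name FastQC, HISAT2 and SAMtools. The paper's methods also name DESeq2 for differentially expressed genes, and its text gives no result of that test for vitamin C. The setting of StringTie for strand is not given in the sources used here.

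The deposited TPM values give each gene's share of the transcripts of a library, as the authors ran StringTie, and sum to 1000000. The deposited FPKM values are scaled by gene length and by the aligned bases of the library. The coverage the authors deposited is the mean read depth over the exons of a gene and is not scaled by library size. The ratio of coverage to FPKM is constant within a library and corresponds to 4.20, 4.40, 5.65 and 4.27 Gb of aligned bases (untreated replicates 1 and 2, vitamin C replicates 1 and 2). The deposited values are not whole read counts, so no count model was used and no counting interval is given.

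Genes were matched between libraries by identifier, which was the same for all 23125 genes. Expressed genes were those with a mean TPM of the condition above 0.05, the threshold of the paper. Vitamin C-treated and untreated mycelium were compared with limma 3.58.1 in R 4.3.3, with a trend of the prior variance on expression, on log2(TPM + 1), over the 15107 genes with a mean TPM over the 4 libraries above 0.05, and p-values were adjusted by Benjamini-Hochberg. Changes are on the log2(TPM + 1) scale, which understates the change of genes with low values. The test was also run on simulated data, with gene means and the spread of the noise taken from the fit to the real libraries. The noise was independent and normal, and 200 genes were changed. These were drawn from genes with a mean TPM of at least 1. The vitamin C comparison recovered 7 of 67 changed 2-fold, 48 of 67 changed 4-fold and 58 of 66 changed 8-fold. There were 3 false calls among 15107 genes. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

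The main tests, samples and most alternatives were set before the data were examined, and tests chosen later are marked where they are given. Genes were to be named by the largest change among those past the threshold, with a mean TPM of at least 1 in one condition and no overlap between conditions, 12 per direction, or 2 per direction where no table pairs identifiers with names. The second case applied. For the same reason 4 planned analyses were not run: the gene lists of product names, the share of non-expressed genes among transposon-like genes, the TET-JBP genes and the multi-copy genes. A planned test of whether non-expressed genes neighbour each other shifted the states of all genes along the gene order. Such a shift keeps neighbours together, so the test is void by its construction, and shuffles of the states within scaffolds, chosen after seeing the data, are given in its place with 10000 shuffles each. Alternatives covered the pseudocount, the filter on low values, the scaling between libraries, the variance model, the replicate block, each library left out, the thresholds, and the combination of replicates for expressed genes. Modification maps, TE positions and C. cinerea data were not used here.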

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

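The comparison of vitamin C-treated with untreated mycelium gave a signal that the paper does not report on. The binomial tests and the tests of overlap in this part were chosen only after the values were seen. In the vitamin C libraries 7 genes were higher than in the untreated libraries at an adjusted p under 0.05 from limma. At an unadjusted p under 0.05 from limma, 753 of the 15107 genes tested were higher and 1228 were lower. With any 1 library left out the adjusted calls did not hold, and 1 condition then rests on a single library. At 0 in both untreated libraries and at 1 TPM or more in both vitamin C libraries stood 6 genes.

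Genes listed at 0 in both libraries of one condition and at 1 TPM or more in both of the other numbered 16, of which 10 were on in untreated and 6 in vitamin C-treated mycelium. The other 2 ways to split the 4 libraries into pairs gave 7 and 5 such genes. Zero estimates that arise without regard to the treatment would put about the same number in each split if all libraries were equally alike. The labelled split held 16 of 28 (one-sided exact binomial test, p = 0.0082, with genes taken as independent). The libraries were not equally alike. The SD of the log2 ratio was 0.339 between the vitamin C libraries and 0.537 between untreated replicate 2 and vitamin C replicate 2. The test argues against zeros that fall equally on all libraries at this minimum. It cannot tell another factor that libraries of 1 condition share from the treatment. The argument does not extend to genes at 5 TPM or more, where the labelled split gave 5 of 11 genes and the others 5 and 1 (one-sided exact binomial test, p = 0.29). Zeros also occur within a condition, since 51 genes were listed at 0 in 1 library and at 1 TPM or more in the other 3 (17 genes at 5 TPM or more), and 35 genes stood at 1 TPM or more in 1 library and at 0 in the other 3 (14 genes at 5 TPM or more). Of the 16 genes, 8 overlap another gene model (50%) against 20.1% of the other tested genes (two-sided Fisher's exact test, p = 0.0073). Only 6 have a partner above 0 in any library (37.5% against 19.6%, two-sided Fisher's exact test, p = 0.11), so whether signal passed between overlapping models stays open with so few genes, as does a response to vitamin C, which was not tested apart.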

How the results depend on the processing

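Of the settings tried, 3 for the vitamin C comparison, the shuffles within scaffolds, the single untreated libraries in the test of neighbours and the limit to scaffolds over 100 kb were chosen after seeing the data. The numbers of genes higher and lower with vitamin C were 7 and 7. They became 13 and 11 with a mean TPM of at least 1 as the filter, where fewer genes are tested, and 14 and 13 at an adjusted p under 0.1, where the threshold is wider. The lower genes became 3 with no filter and 3 with limma without trend, and the cause was not tested. With untreated replicate 1, untreated replicate 2, vitamin C replicate 1 or vitamin C replicate 2 left out, the calls did not hold, and the cause was not tested. These fits leave 1 library in a condition, which is assumed to vary like the other condition. The change of gene_14029 stayed at 5.03 to 5.51, against 5.27 with all libraries. Apart from the replicate block and the crossed pairing below, the other alternatives stayed within 1.5 times. Among genes above 0 in all libraries 6 were higher and 5 lower. This filter removes genes with a 0 by its construction and leaves 2 and 2 of the 7 and 7, which passed. At an unadjusted p under 0.05, 753 of 1981 genes were higher, and this split moved with the scaling, to 1115 of 2430 with quantile normalization, 1054 of 2180 with the span trend removed and 618 of 2261 with FPKM, and to 165 of 638 without vitamin C replicate 1. Replicate numbers are shared by both conditions, and no source ties them to a common culture or day. The replicate block gave 43 higher and 85 lower genes, and the differences between replicates 1 and 2 of both conditions correlated at -0.38 across genes. The crossed pairing gave 100 higher and 225 lower. Both fits rest on 1 residual degree of freedom, and the cause was not tested. The 4 genes named by identifier passed in 12 of 16 alternatives each, all that keep every library, and had the same sign in all 16. They were named by a rule that asked for no overlap between conditions, so the same sign is no further support. With a library left out they did not pass. There gene_10008 ranged from -3.29 to -3.14, against -3.22, and gene_26806 from 3.21 to 3.55, against 3.38. Expressed genes ranged from 13242 to 15302 in untreated mycelium and from 13092 to 15234 with vitamin C, within 1.5 times under each alternative. For neighbouring non-expressed genes, the shifts along the gene order gave 0.998 times the shifted number in untreated mycelium, which the construction of the shift fixes. Shuffles gave 2.09 times within scaffolds, 2.07 times within scaffolds and span decile, and 2.06 times within scaffolds for the vitamin C libraries. The set tests with an estimated correlation and with fry planned for the gene lists, and the alternatives for transposon-like, TET-JBP and multi-copy genes, were not run. Without read counts, the limit that depth sets for a gene was not computed, and 2 libraries per condition recovered 7 of 67 2-fold changes in simulated data.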

Other observations

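Of the tests in this part, the removal of trends with level and span and the shuffles of states within scaffolds were chosen only after the data were seen. Expressed genes with many non-expressed neighbours were expressed at lower levels. Among 15032 expressed genes of untreated mycelium, the median TPM was 23.1 where under 10% of the nearest 10 genes on each side were non-expressed (5963 genes), 11.4 where 25 to 50% were (3858 genes) and 2.92 where 75% or more were (387 genes). In the vitamin C libraries these medians were 22.8, 11.2 and 2.53. Spearman's rho across genes was -0.25 in untreated mycelium (two-sided permutation p = 0.0002 over 10000 shuffles within scaffolds, the smallest they can give; the shuffles averaged -0.059 and reached -0.086) and -0.24 with vitamin C, and genes are not independent replicates. Non-expressed genes also lay farther from the nearest listed gene, at a median of 460 bp against 184 bp for expressed genes. The difference was 276 bp (two-sided permutation p = 0.0002 over 10000 shuffles, the smallest they can give). Gene identifiers skip numbers, and models missing from the list were not counted as neighbours, so their effect on this distance is not known. They were shorter, with a median span of 837 bp against 1378 bp.

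A hypothesis that vitamin C shifts the expressed genes that lie among non-expressed ones could not be decided. For 1848 tested genes of which 50% or more of the neighbours were non-expressed, the mean change was 0.041 higher than that of the other genes on the log2(TPM + 1) scale, with a 95% interval from -0.081 to 0.16, widened for the estimated correlation between genes, that passes the bound of 0.1 set before the test. Of these genes 967 were higher and 881 lower in value, with p = 0.25 from camera and p = 0.53 with an estimated correlation.

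Non-expressed genes lay next to each other in 6395 of 23071 pairs of neighbouring listed genes. Whole scaffolds of non-expressed genes do not account for this, since shuffles within scaffolds gave 3057 pairs on average and at most 3221, so that the observed number was 2.09 times the mean (one-sided permutation p = 0.0001, the smallest 10000 shuffles can give). Short gene models do not account for it either, since shuffles within scaffolds and span deciles gave 3094 pairs on average, so that the observed number was 2.07 times the mean. Near-identical copies whose reads map to several places, and TE clusters themselves, stay open and were not tested here, and the design names no condition that would test a biological explanation.

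Untreated replicate 1 lay nearer to vitamin C replicate 2 than to untreated replicate 2. The SD of the log2 ratio over 12578 genes with at least 1 TPM in every library was 0.381 for the first pair and 0.429 for the second, and 0.339 between the vitamin C libraries. The other 3 pairs of an untreated with a vitamin C library lay farther apart, at 0.492, 0.524 and 0.537, so that untreated replicate 2 lay nearest to untreated replicate 1. Trends with expression level and gene span do not account for all of this, since the correlation of replicate differences of both conditions stayed at -0.34 after cubic trends were removed, from -0.38. Depth is also argued against, since in the 3145 genes with the highest coverage the SD between the untreated libraries was still 0.037 larger than that between untreated replicate 1 and vitamin C replicate 2. A shared state of cultures, a batch or a wrong label may lie behind it and stays open. The vitamin C libraries were the closest pair of all, which runs with the labels but does not settle that of a single library. The paper's rise of 5hmC and 5fC with vitamin C was measured in DNA and does not bear on the label of an RNA library.

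The log2 ratio of vitamin C to untreated rose with gene span in each of the 4 comparisons of single libraries, with Spearman's rho across 12578 genes from 0.097 to 0.30, while between the vitamin C libraries rho was 0.20 and between the untreated libraries -0.071. All 17 genes on scaffold 29 were expressed in untreated mycelium, with a median TPM of 858 and 1031 in the untreated libraries and 636 and 1012 with vitamin C.

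The paper's counts of non-expressed genes inside and outside TE clusters are 4312 and 3618, which add up to 7930, over paper totals that add up to 22910 genes, and the count from the deposited TPM on scaffolds over 100 kb is 7932 of 22921.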
